# Genome-wide primary transcriptome analysis of H_2_-producing archaeon *Thermococcus onnurineus* NA1

**DOI:** 10.1038/srep43044

**Published:** 2017-02-20

**Authors:** Suhyung Cho, Min-Sik Kim, Yujin Jeong, Bo-Rahm Lee, Jung-Hyun Lee, Sung Gyun Kang, Byung-Kwan Cho

## Abstract

In spite of their pivotal roles in transcriptional and post-transcriptional processes, the regulatory elements of archaeal genomes are not yet fully understood. Here, we determine the primary transcriptome of the H_2_-producing archaeon *Thermococcus onnurineus* NA1. We identified 1,082 purine-rich transcription initiation sites along with well-conserved TATA box, A-rich B recognition element (BRE), and promoter proximal element (PPE) motif in promoter regions, a high pyrimidine nucleotide content (T/C) at the −1 position, and Shine-Dalgarno (SD) motifs (GGDGRD) in 5′ untranslated regions (5′ UTRs). Along with differential transcript levels, 117 leaderless genes and 86 non-coding RNAs (ncRNAs) were identified, representing diverse cellular functions and potential regulatory functions under the different growth conditions. Interestingly, we observed low GC content in ncRNAs for RNA-based regulation via unstructured forms or interaction with other cellular components. Further comparative analysis of *T. onnurineus* upstream regulatory sequences with those of closely related archaeal genomes demonstrated that transcription of orthologous genes are initiated by highly conserved promoter sequences, however their upstream sequences for transcriptional and translational regulation are largely diverse. These results provide the genetic information of *T. onnurineus* for its future application in metabolic engineering.

Archaea are unique organisms with ecological significance that have a similar genome organization and cellular structure to those of bacteria, and comparable molecular transcription and translation mechanisms to those of eukaryotes^1^,^2^,^3^. Particularly, the archaeal transcription apparatus is similar to the eukaryotic RNA polymerase (RNAP) II system, which requires a set of transcription factors to initiate transcription. In an early stage of archaeal transcription, the transcription apparatus, composed of an RNAP and associated initiation factors, is assembled at the promoter region and transcription start site (TSS), defined as the +1 position of the 5′ UTR of mRNA, to form the closed complex, commonly referred to as the pre-initiation complex^4^. Along with the pivotal role of RNAP and its related transcription factors in initiating archaeal transcription, the DNA sequence such as TATA box and BRE is a *cis*-encoded determinant for transcription initiation as a guide signal embedded in the genome^4^. Thus, determining the precise transcript architecture of transcript 5′ ends allows us to reveal diverse *cis*-encoded determinants, including promoter elements, 5′ UTRs, and TSSs. Also, the precise location of TSSs determined by experimental methods provides the sequence and structure of the mRNA 5′ end for investigating transcription regulation, mRNA stability, and translational efficiency^5^.

For genome-scale determination of TSSs, two RNA-sequencing methods have been intensively used for diverse bacterial strains, such as *Escherichia coli, Helicobacter pylori, Streptomyces coelicolor*, and *Synechocystis* sp. PCC6803^5^,^6^,^7^,^8^. Those methods are differential RNA-seq (dRNA-seq) for annotating TSS^7^,^9^ and strand-specific RNA-seq (ssRNA-seq) for measuring mRNA transcript levels^5^,^10^,^11^. In addition to these bacterial species, recent transcriptome sequencing studies on archaeal strains such as *Thermococcus kodakarensis, Methanosarcina mazei, Methanolobus psychrophilus*, and *Haloferax volcanii* identified the genome-wide location of TSS and further revealed the significance of post-transcriptional regulation and extensive ncRNA-based regulation^12^,^13^,^14^,^15^. Along with understanding the *cis*-encoded determinants of each archaeal strain, it is also important to compare upstream non-coding regions to elucidate how closely related archaeal strains respond to unique environmental conditions. Among such archaeal strains, *T. onnurineus* NA1 showed a close phylogenetic relationship to *T. kodakarensis* KOD1 with gene rearrangement at the level of chromosomal segments^16^,^17^,^18^.

Here, we exploited the dRNA-seq method to obtain an accurate map of TSSs across the *T. onnurineus* NA1 genome. *T. onnurineus* NA1 is a hyperthermophilic archaeon belonging to the order of *Thermococcales* with *Pyrococcus* species found in deep-sea hydrothermal vents^16^. This strain has a relatively small genome of approximately 1.8 Mbp, consisting of 2,026 genes, which uses monocarbon substrates such as carbon monoxide (CO) and formate as carbon and energy sources for cell growth under anaerobic conditions^19^. Extensive analyses were then performed to elucidate the *cis*-encoded determinants of transcription initiation and the upstream regulatory regions around the promoters and 5′ UTRs. Also, we generated a map of genome-scale ncRNAs and their differential utilization under formate and CO conditions, which are known to be upregulated for the production of hydrogen gas based on measuring levels of individual transcripts using ssRNA-seq^20^. This comprehensive genome-scale view of transcript architecture using upstream regulatory features provides a better understanding of transcriptional and posttranscriptional regulation in archaeal genomes.

## Results

### Determination of the primary transcriptome

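Differential RNA-seq (dRNA-seq) reads the 5′ ends of transcripts. It compares RNA treated with terminator exonuclease (TEX) with untreated RNA. TEX degrades RNA with a 5′ monophosphate. The sample labels list 4 dRNA-seq libraries of T. onnurineus NA1, 2 TEX+ and 2 TEX−, from cultures grown at 80 °C. The authors trimmed the reads, mapped them uniquely to NC_011529, summed the read sets of the experiments, and deposited 1 curated list of transcription start sites (TSSs) with the position, strand, category and number of reads of each. The paper's Table S1 gives 1448204 uniquely mapped reads for TEX+ and 4857961 for TEX−. The deposited list is a pooled call over these libraries, so that no spread between replicates can be computed from it. Shares of TSSs are therefore given with exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only. The methods do not name the library whose reads are listed at each TSS. From the list, the distance of each primary TSS to the start codon of its first gene was computed with the gene coordinates of the ssRNA-seq files, and the genes of each transcription unit (TU) were taken as all genes on the strand from the first to the last gene in Table S2.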

To determine the TSSs in the *T. onnurineus* NA1 genome, a dRNA-seq method was exploited and the abundance of RNA transcripts was quantified using ssRNA-seq method (Fig. 1A). Briefly, we isolated total RNA from independent biological replicates of mid-exponential growth phase cultures and obtained primary transcripts by removing transcripts lacking tri-phosphorylated 5′ ends (e.g., rRNA and tRNA) and any degraded transcripts by treating with terminator exonuclease (TEX)^6^,^7^,^11^. As a control, a TEX-untreated cDNA library was prepared in parallel, which represents the 5′ ends of the whole transcriptome including the intact, processed, and degraded RNAs. Consequently, two independent cDNA libraries were constructed, which were TEX treated (+TEX) and untreated (−TEX), and both were sequenced on an Illumina sequencing platform. The resulting sequence reads were trimmed and mapped to the reference genome (NC_011529), resulting in 67- and 247-fold coverage obtained for +TEX and −TEX libraries, respectively (Supplemental Table S1)^16^. Additionally, the amount of sequence reads mapped to ribosomal RNA (rRNA) were 0.03–0.04%, indicative of a high rRNA depletion efficiency for the archaeal dRNA-seq method^14^.

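The deposited list held 1082 TSSs, of which 574 lay on the plus strand and 508 on the minus strand of NC_011529, and every position, strand, category and read number was the same as in Table S2. Together the TSSs held 752582 reads. The reads were spread unevenly over the list, with 50 TSSs (4.62%) at fewer than 3 reads and 30 of these at 1 read. With at least 10 reads required, 846 TSSs were left.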

By integrating the mapping results with plausible criteria (see Materials and Methods for detection criteria), we newly assigned 1,082 TSSs in the *T. onnurineus* NA1 genome (Supplemental Table S2). Only TSSs present in both TEX+ and TEX− libraries within ±5 bp resolution were retained. TSSs were then curated using iterative cluster subdivision as described previously with some modifications^21^. These enriched signals enabled the determination of TSSs for TUs by the contiguous gene expression signals obtained from ssRNA-seq^6^,^11^. Currently, a total of 2,026 genes are annotated in the *T. onnurineus* NA1 genome including 1,975 protein-coding genes^16^. In addition, 1,161 operons have been predicted by the DOOR^2^ database, where 1,224 genes are organized into 410 multi-gene operons (number of genes in an operon ≥2) and other operons are transcribed from a single structural gene (751 genes in total)^22^. We identified primary TSSs from the upstream sequences of 834 operons (71.8%). Among those, 302 multi-gene operons were determined by the primary TSSs (73.7%) (Supplemental Table S2). For example, the transcription of TON_1301, TON_1302, and TON_1303 is initiated by a single TSS at the genomic position of 1,182,769 indicating that these genes are transcribed from a single TU (TU0722) (Fig. 1A). 

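TU0722 started at position 1182769 on the plus strand of NC_011529 with 248 reads, 33 nt upstream of the start codon of TON_1301. Its 3 genes spanned 2630 bp, from 1182802 to 1185431. The normalized ssRNA-seq values in YPS were 2386 for TON_1301, 1644 for TON_1302 (acetyl-CoA acetyltransferase) and 2394 for TON_1303. In MMC the values were 8042, 9649 and 6952, and in MMF 12888, 12831 and 11334 in the same order, each from 1 library. Divided by gene length, they were 2266, 1416 and 5912 per kb in YPS, 7637, 8311 and 17165 per kb in MMC, and 12239, 11052 and 27986 per kb in MMF.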

The operon harboring the largest number of genes was a ribosomal operon consisting of 23 genes (from TON_0065 to TON_0088). 

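By coordinates, TU0040 had the largest number of genes. Its cell in Table S2 as held here lists 21 genes and appears to break off, so that genes were counted from the first to the last gene. Between its first gene TON_0065 and its last gene TON_0089 (preprotein translocase subunit SecY), 26 genes lay on the plus strand from 60403 to 74583, and 25 of these ended at or before TON_0088 (50S ribosomal protein L15). The assigned TSS at 60514 had 32 reads and lay inside TON_0065, at −111 nt from its annotated start codon. The next largest TUs, TU0889 and TU0149, had 18 genes each. The normalized values of the genes of TU0040 had a median of 3477 in YPS, 5931 in MMC and 5581 in MMF.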

Although TSS information is useful to predict the TU architecture encoded in bacterial and archaeal genomes, it has limited by the absence of the length information of mRNA transcribed from the TU and the conditional use of TSS in responses to the environmental conditions. For instance, it was predicted that the longest TU is 16,819 bp in length encoding 18 genes (from TON_1563 to TON_1580) involved in H_2_ production^16^. However, it can be also speculated that the presence of additional TSSs within the long TU. Furthermore, independent verification of the identified TSSs was obtained by using the 5′ Rapid Amplification of cDNA Ends derivative method (5′tagRACE) and Sanger sequencing^23^. For instance, we obtained the targeted PCR products for several TSSs from the cDNA library (Supplemental Fig. S1), such as those for TON_1301 (237 nt) and TON_1306 (204 nt) (Fig. 1B). 

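TU0889 covered 16819 bp from the start of TON_1563 (formate dehydrogenase subunit alpha) at 1434543 to the end of TON_1580 (putative cation/H+ antiporter subunit D) at 1451361 on the plus strand, and the TU of the next greatest length was TU0149 with 15517 bp. Its TSS at 1434465, 78 nt upstream of TON_1563, rested on 1 read. The normalized value of TON_1563 was 17227 in YPS, 273948 in MMC and 93744 in MMF, and that of TON_1580 was 174, 50970 and 10376. Divided by gene length, the value fell from 8065 per kb at TON_1563 to 111 per kb at TON_1580 in YPS. In MMC it was 128253 per kb at the first gene and 32486 per kb at the last, and in MMF 43888 and 6613 per kb.

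**Figure D1:**
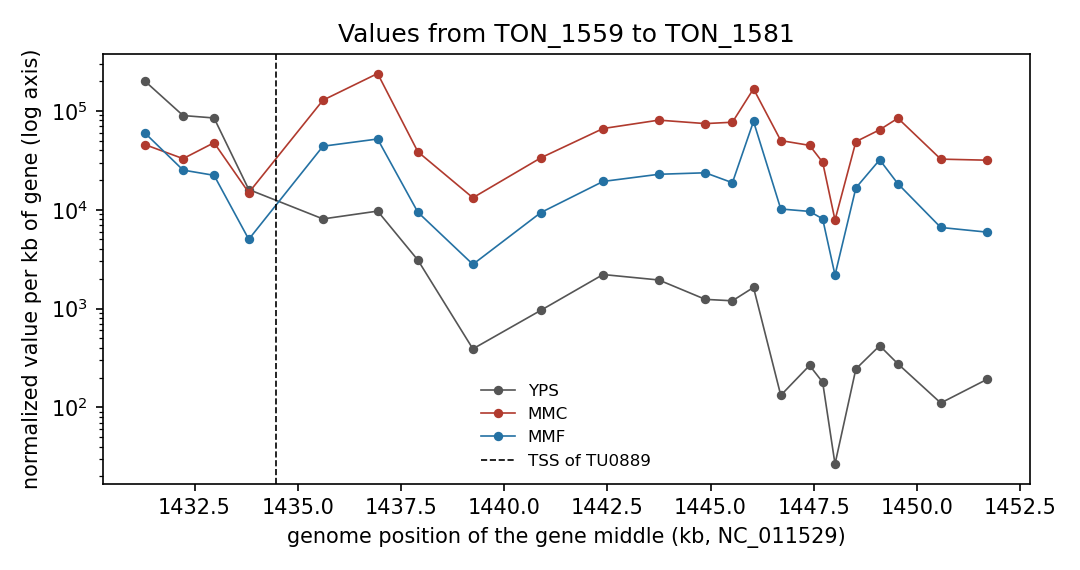
Normalized ssRNA-seq value per kb of gene (log axis) of each gene from TON_1559 to TON_1581 against the position of the gene's middle on NC_011529, with 1 line for each medium (1 library each). The dashed line is the TSS of TU0889 at 1434465; to its right the MMC and MMF points lie above the YPS points at every gene plotted.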

The 5′ end sequence of each PCR product was confirmed by Sanger sequencing (Supplemental Fig. S1).

The primary transcript profile was correlated with the normalized ssRNA-seq profiles, which showed a sharp signal increase at the TSS and covered up to 150 bp downstream from the start codons of the annotated ORFs (Fig. 1C). The ssRNA-seq profiles also indicated a sharp signal at the same TSS positions, however the maximum peak signals were observed within 25–50 bp downstream. This is consistent with the fact that most mRNAs in the ssRNA-seq libraries lack 20–30 nt from their proximal 5′ terminus^24^. This suggests that the canonical ssRNA-seq profiles reflect both intact transcripts with preserved 5′ ends and processed (or degraded) transcripts. 

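Of the TSSs in the deposited list, 961 were primary. They held 392626 reads, with a median of 44 reads and a range of 1 to 27001. Computed from the gene coordinates, 948 of the 961 lay between 300 nt upstream and 50 nt downstream of the start codon of an annotated gene on their strand. The position itself was outside any annotated gene for 792 of them, inside a gene on the same strand for 160 and inside a gene on the other strand for 11; a TSS in overlapping genes counts for each strand.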

TSSs were further categorized by their genomic locations and levels of enrichment (Fig. 1D and Supplemental Table S2), giving 961 primary TSSs (P) that were selected as a maximum peak height TSSs located within 300 bp upstream from the start codon of the annotated ORF. The secondary TSSs (S) were collected from the second highest peak in the same region as the primary TSSs, accounting for 12 ORFs, and the internal TSSs (I) were called from the peaks found within 23 coding regions. 

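The 12 secondary TSSs were 1.11% of the list (95% interval 0.57–1.93%) and had a median of 15 reads, between 3 and 499. The 23 internal TSSs were 2.13% (1.35–3.17%) and had a median of 10 reads, between 4 and 157. All 23 lay inside a gene on their own strand. With at least 10 reads required, 9 secondary and 14 internal TSSs were left.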

Interestingly, *T. onnurineus* NA1 showed a low preference for secondary TSSs (1.1%) under the growth conditions examined, which is similar with the finding that the closely related archaeon *T. kodakarensis* showed less use of the secondary TSSs (7.8%)^12^. The antisense (A) and intergenic TSSs (N) were collected from reverse strands of 29 annotated coding strands and 57 non-coding regions, respectively. Consequently, primary TSSs correspond to 88.8% of detected TSSs and the other TSSs were represented in the remaining 11.2% (Supplemental Table S2).

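The 29 antisense TSSs made up 2.68% of the list (95% interval 1.80–3.83%), and the 57 intergenic TSSs 5.27% (4.01–6.77%). Each antisense TSS lay inside a gene of the other strand and no intergenic TSS lay inside a gene. The antisense TSSs held 3281 reads and the intergenic ones 355073. Of the latter, 319234 were at a single TSS, that of TON_nc041 at 972916 on the minus strand. This was the TSS with the most reads in the list.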

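The share of primary TSSs was 88.82% (95% interval 86.79–90.63%) and that of the other categories together 11.18% (9.37–13.21%, 121 TSSs). Among the 846 TSSs with at least 10 reads the primary share was 89.72%. Counted by reads instead of by sites, primary TSSs had 52.17% of the reads and intergenic TSSs 47.18%, most of them at TON_nc041.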

### Analysis of 5′ UTRs

We next examined the length distribution of 5′ UTRs between the defined primary TSSs and start codons of 941 annotated protein-coding genes. The 5′ UTR sequence promotes ribosomal binding through the Shine-Dalgarno sequence and frequently influences translational efficiency and post-translational regulation^25^. 

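The distance from the primary TSS to the annotated start codon was computed for all 941 protein-coding genes with a primary TSS. In 29 genes the TSS lay inside the annotated open reading frame, and these were left out of the length distribution. Over the other 912 genes the median was 12 nt (95% interval from order statistics 11–12 nt), and 800 genes had a length of 0–50 nt (87.72%, 85.41–89.78%). A further 72 genes had lengths of 51–100 nt and 40 had more than 100 nt. With the lengths below 0 kept in, the share at 0–50 nt was 85.02%. The longest 5′ UTR belonged to TON_0515, from a TSS at 473065 that had 1 read. With at least 10 reads required, the longest was 281 nt.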

The primary transcript 5′ UTR lengths were mostly 0–50 nt (84.6%), with a median length of 12 nt and the longest length of 479 nt (Fig. 2A and Supplemental Fig. S2). Interestingly, we observed TSSs lacking 5′ UTRs defined as leaderless mRNAs (lmRNA), which is consistent with the fact that archaeal mRNAs typically have short 5′ UTRs^26^,^27^,^28^. In contrast, bacterial 5′ UTR lengths show a median length of 55 nt defined as 5′ UTR-associated leadered mRNA (umRNA)^12^,^27^,^29^. For instance, TON_1056 and TON_1055 encode an unknown protein and a 3-methyladenine DNA glycosylase, respectively (Fig. 2B). 

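The TSS of TON_1056 at 974783 on the minus strand of NC_011529 coincided with the first base of its start codon (length 0 nt) and had 313 reads. That of TON_1055 at 974503 lay 1 nt upstream of its start codon and had 633 reads. The genes overlap, TON_1055 covering 973675–974502 and TON_1056 974484–974783. The normalized value of TON_1056 was 2385 in YPS, 3404 in MMC and 2473 in MMF. That of TON_1055 was 5587, 5809 and 5707, and its log2 ratio to YPS was 0.06 in MMC and 0.03 in MMF. The sign of the MMC ratio changed to −0.08 when the libraries were scaled to the total without rRNA and tRNA.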

Based upon the fact that the length of the consensus archaeal RBS in the 5′ UTR is 6 nt, transcripts having 5′ UTRs less than 5 nt were classified as lmRNA. Previous studies showed that translation of bacterial lmRNA was highly efficient when the genomic position of start codon is identical with the transcription start position (i.e., 5′ UTR length = 0) and the limit of the 5′ UTR length for lmRNA translation was ~5 nt^27^. A total of 117 TSSs (12.4% of primary TSSs) generated a substantial subset of lmRNAs. In particular, 70% of the lmRNAs showed complete overlap with transcriptional initiation sites with the annotated start codon (i.e., the length of 5′ UTR = 0).

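With lengths of 0–5 nt taken as leaderless, as in Fig. 2A, 116 of the 912 primary TSSs with a length of 0 nt or more were lmRNAs, a share of 12.72% (95% interval 10.63–15.06%), and 796 were umRNAs. With an upper length of 4 nt the count was 113 (12.39%). The lmRNA TSSs had a median of 40.5 reads and the umRNA TSSs 44.5. Their genes had median lengths of 780 bp and 751.5 bp.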

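A length of exactly 0 nt was found for 83 of the 116 lmRNAs, 71.55% of them (95% interval 62.43–79.54%). The other 33 had lengths of 1–5 nt, with 19 at 1 nt and 3 at 5 nt. No gene had a length of 6 nt. Among lmRNAs whose TSS had at least 10 reads, 70 of 99 (70.71%) had a length of 0 nt.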

To determine whether lmRNAs are over- or underrepresented in certain biological functions, the umRNAs and lmRNAs were categorized into clusters of orthologous groups (COGs), respectively. The results showed that a total of 416 umRNAs (64.7%) and 66 lmRNAs (67.3%) were assigned to COG categories (Fig. 2C)^30^. Both the major portion of umRNAs (47.8%) and lmRNAs (65.2%) were highly enriched in groups R and S, which represent unknown functions, while the residual transcripts were found across diverse functions including replication, recombination, repair, inorganic ion transport, and metabolism. The number of lmRNAs in the *T. onnurineus NA1* genome is similar with the numbers in *T. kodakarensis* (~14%)^12^ and *Methanolobus psychrophilus* (~15%)^14^. However, compared to those identified in *Sulfolobus solfataricus* P2 (~69%)^31^, *Haloferax volcanii* (72%)^15^, or *Pyrococcus abyssi* (few lmRNAs)^32^, this observation suggests that the usage of leaderless translation is evolutionarily diverse among archaeal species. However, most proteins encoded by lmRNAs have not been functionally annotated yet.

### Characterization of promoters and RBSs

Archaeal promoters contain two major conserved sequence elements, the A/T rich TATA box sequence of 8 bp and BRE, which is approximately centered around 27 nt and 33 nt upstream from the TSS^4^. In addition to these two major conserved sequences, the A/T-rich promoter proximal element (PPE) is located approximately −10 base pairs upstream of the TSS, and the initiator element (INR) is conserved within the initially transcribed region. It has been suggested that both PPE and INR elements are not required for initiating transcription, but they can regulate the strength of transcription output^3^. To determine the promoter elements in the *T. onnurineus NA1* genome, we searched the conserved sequences across the genome between −50 nt and +10 nt from the identified TSSs using MEME^33^. 1,006 TSSs (93.0%; *p* < 0.05) and 925 TSSs (85.5%) among the total 1,082 TSSs showed the conserved TATA box and A-rich BRE motif sequences, respectively. We found that 94.4% and 86.3% (778 and 711 out of 824, respectively, *p* < 0.05) of the umRNA and 93.2% and 87.2% (109 and 102 out of 117, respectively, *p* < 0.05) of the lmRNA represented highly conserved TATA box and BRE motif, respectively (Fig. 3A). The TATA box was identified between −30 and −20 positions and the BRE sequence appeared at 5 bp upstream of the TATA box. All primary, secondary, internal, antisense, and intergenic promoters indicated conserved TATA box and BRE motif, which is consistent with analyses from other archaeal species (Supplemental Fig. S3)^12^,^14^,^31^. An A/T rich sequence at the −10 position as a PPE motif is in agreement with the results in *P. abyssi, T. kodakarensis*, and *S. solfataricus*^12^,^31^,^32^. In addition, no difference in the promoter motif sequence was observed between highly and lowly expressed genes, indicating that upstream regulatory sequences are critical to control gene expression (Supplemental Fig. S3).

We further examined the nucleotide composition around TSSs (positions −2 to +3) (Fig. 3B). Both umRNAs and lmRNAs showed high purine nucleotide contents (A/G) of 93.1% and 97.4% at the +1 position and high pyrimidine nucleotide content (T/C) at the −1 position with 87.0% and 94.9%, respectively. These nucleotide preferences at +1 and −1 positions are found in archaea, bacteria, *S. cerevisiae*, and mammalian promoters to initiate transcription from the identical purine and pyrimidine preferences^34^,^35^. Interestingly, this dinucleotide preference reflects that lmRNA prefers a ‘C’ over other nucleotides at the −1 position. This could be related with direct recognition of the sequence by the ribosomal complex for initiating translation without interacting with the SD sequence^36^. In addition, ‘ATG’ was highly used as a translational start codon for both umRNA and lmRNA (Fig. 3C). The lmRNAs showed a high ATG codon usage of 94.9%, supporting that in addition to the pyrimidine preference at the −1 position, the conserved ATG sequence is required for leaderless translation.

Next, we searched for the SD sequence motif between −20 nt and +10 nt from the start codons (Fig. 3D). Most genes presented the highly conserved motif (*p* < 0.05), GGDGRD, which matches well with the motif found in the *T. kodakarensis* genome^12^. As expected, this motif was highly conserved in the umRNAs (79.4%, *p* < 0.05), however no such motif was found in the lmRNAs. Instead, the PPE motif was found −10 nt from the transcription initiation site. Additionally, leaderless translation in *T. onnurineus* NA1 was mainly observed for monocistronic single genes and the first gene of an operon, and was not preferred for polycistronic transcripts greater than three genes (Supplemental Table S2).

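Of the 695 single-gene TUs with a 5′ UTR length of 0 nt or more, 94 started as lmRNAs (13.53%, 95% interval 11.07–16.29%). The share was 16 of 138 (11.59%, 6.77–18.14%) in TUs of 2 genes and 6 of 79 (7.59%, 2.84–15.80%) in TUs of 3 or more. The difference between single-gene TUs and TUs of 3 or more genes was not significant (two-sided Fisher's exact test across TUs, p = 0.16). With only TUs of more than 3 genes, 0 of 31 were lmRNAs, which allows a share of up to 11.22%, and two-sided Fisher's exact test against the single-gene TUs gave p = 0.025. TUs are not replicates of a condition, and no adjustment was made for the choice of TU size.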

### Analysis of differential transcript levels according to growth conditions

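Strand-specific RNA-seq (ssRNA-seq) was done on 1 library for each of the 3 media, at 80 °C. By the paper's methods the growth rates were 0.32 per h in yeast extract-peptone-sulfur medium (YPS), 0.31 per h in minimal medium with 1% formate (MMF) and 0.21 per h in minimal medium with 1 bar CO (MMC). The methods give reads of 36 nt, whereas the sample labels name 36 cycles for YPS, 37 for MMF and 38 for MMC. The authors mapped the reads uniquely to NC_011529 and deposited 1 normalized value for each of 2026 genes and library, with rRNA and tRNA genes still listed and without division by gene length. Within each library, every nonzero value was a whole multiple of 1 step to within 0.0051 of the value, and the step is taken as the value of 1 read. It was 1.14 in YPS, 1.20 in MMC and 0.733 in MMF. Recovered in this way, 22457466 reads were counted on genes in YPS, 19308725 in MMC and 17149138 in MMF. The paper's Table S1 gives 23127009, 19634732 and 17703832 uniquely mapped reads. With 1 library per medium no difference between media has a replicate check, and no p-value is given across genes. Ratios to YPS carry an exact 95% counting interval, medians of gene lists an interval from order statistics, and gene lists given in the text or in Table S2 were set beside 10000 random lists of the same size matched on mean expression, as a description of these libraries. Genes of 1 TU are transcribed together and are not independent, whereas the random lists are drawn gene by gene. For a list that is 1 TU, the comparison and the interval of the median therefore look firmer than they are. The deposited values were equal to Table S4 for all 2026 genes. The 49 rRNA and tRNA genes were left out, which leaves 1977.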

To determine changes in transcript levels, cDNA libraries for ssRNA-seq were also constructed from the rRNA-depleted total RNAs using a ligation-free cDNA synthesis procedure based on terminal-tagging^37^. Total RNAs were isolated from mid-exponential growth phase cultures in three different media conditions: yeast extract-peptone-sulfur (YPS) media, modified minimal media containing formate (MMF), and modified minimal media containing CO (MMC). YPS media is a rich media routinely used for cell growth, and formate in MMF media is oxidized to CO_2_ and H_2_^19^,^38^. Particularly, *T. onnurineus* NA1 utilizes CO in MMC media as an energy and carbon source for H_2_ production^39^. Thus, we expected that changes in gene transcript levels under the different growth conditions facilitate the understanding of how *T. onnurineus* NA1 regulates its transcriptome for energy metabolism and H_2_ production. We used an Illumina sequencing platform to sequence the cDNA libraries, resulting in more than 1.8 × 10^7^ sequence reads (Supplemental Table S1). 

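The deposited values still include the rRNA genes, so their share can be read from the files. The 16S, 23S and 5S genes held 62.72% of all values in YPS, 55.13% in MMC and 27.98% in MMF. The 23S gene TON_1980 alone held 59.14%, 52.13% and 26.50%. Without rRNA and tRNA genes, 8349323 reads remained on genes in YPS, 8656838 in MMC and 12315102 in MMF, and the median gene, over all genes listed, had 1491, 1361 and 2237 reads.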

After removing sequence reads mapped to ribosomal genes and tRNA genes, approximately 90% of the sequence reads mapped to the reference genome with over 400-fold coverage and high strand-specificity. 

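Across genes with a value above 0 in both libraries, Pearson's r of the log2 values was 0.81 between YPS and MMC (1974 genes), 0.83 between YPS and MMF (1973 genes) and 0.92 between MMC and MMF (1972 genes). Spearman's rho was 0.80, 0.82 and 0.91. These are correlations across genes, which are not independent replicates, and no p-value is given for them. Requiring a value of at least 10 in each library moved r most, to 0.79, 0.82 and 0.91. The spread between cultures of one medium was not measured in these files.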

Pairwise correlation coefficients of the sequencing results demonstrated significant differences in gene expression between the growth conditions (Supplemental Fig. S4). Furthermore, independent qPCR analysis was conducted using selected genes representing a broad range of expression levels (Supplemental Fig. S4 and Supplemental Table 3). A comparison of the ssRNA-seq data and qPCR results showed the validity and reproducibility of ssRNA-seq based quantification (R^2^ = 0.92) (Supplemental Fig. S4). Then, the ssRNA-seq data were further quantified using DESeq package to analyze the differential gene expression under the various growth conditions (Supplemental Table S4)^40^. 

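The median log2 value of the 116 lmRNAs was 10.61 in YPS (95% interval 10.24–11.09), 10.19 in MMC (9.61–10.66) and 10.47 in MMF (10.09–11.04). That of the 796 umRNAs was 11.46 (11.29–11.70), 11.25 (11.05–11.43) and 11.32 (11.13–11.49). The umRNA median was thus higher by 0.85, 1.06 and 0.85 on the log2 scale. Among 10000 random lists of 116 of these genes, none had a median as low as the lmRNAs in YPS or MMC, and 5 had in MMF. The difference was greatest after division by gene length in MMC (1.44) and smallest after the same division in MMF (0.79).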

Comparing the expression levels of umRNAs to those of lmRNAs, umRNAs showed significantly higher expression than lmRNAs under different growth conditions (Kruskal-Wallis test, *p* < 0.0005) (Supplemental Fig. S5).

It is estimated that *T. onnurineus* NA1 has at least 2,000 genes, of which 922 genes showed two-fold or greater changes in expression between MMC and YPS, and MMF and YPS conditions (*p* < 0.05) (Fig. 4A). 

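A ratio of 2-fold or more against YPS in at least 1 of the 2 comparisons was found for 992 of the 1977 genes, with no minimum value. In MMC 744 genes passed, 384 higher and 360 lower, and in MMF 649 passed, 299 higher and 350 lower. Under scaling to the total without rRNA and tRNA the larger side was the other one in each medium, with 332 higher and 434 lower in MMC and 336 higher and 323 lower in MMF. Both comparisons share the YPS library. The number of genes that passed in both was 401, of which 392 moved in the same direction and 8 in opposite directions. The other was TON_1127, named after its values were seen, which was listed at 10.22 in YPS, at 0 in MMC and at 0.73 in MMF. When counting noise alone was simulated on unchanged genes, a median of 2 (range 0–6 over 100 simulations) passed in both and 8 (3–14) in at least 1. In this count a gene listed at 0 in a library was put at the floor of 3 reads there. The steepest fall was that of TON_0919 (iron-molybdenum cofactor-binding protein, 848935–849528), from 142389 in YPS to 182 in MMC and 92.4 in MMF. Its log2 ratios were −9.62 (95% counting interval −9.86 to −9.39) and −10.59 (−10.85 to −10.34). The adjacent TON_0920 had −9.34 and −10.51. The third in order was TON_0537 in MMC (−7.63) and TON_1626 in MMF (−7.91). Among genes with a value of at least 50 in 1 of the libraries compared, the greatest rises in MMC were those of TON_1573 (formate transporter, 8.56, 8.30–8.83), TON_1579 (8.26) and TON_1576 (8.20). The last had only 6 reads in YPS, and its interval was 7.07–9.65. TON_1580 was at 8.20 as well. With a pseudocount of 1 it was at 8.19, above TON_1576 at 8.00. In MMF the greatest rises were TON_1576 (6.35, 5.22–7.80), TON_1573 (6.26) and TON_1578 (6.25). With a pseudocount of 1, TON_1576 was at 6.16, below TON_1573 (6.25) and TON_1578 (6.24). Keeping the rRNA and tRNA genes in raised the count most, to 1024.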

The expression of energy production and inorganic ion transport-related proteins were significantly changed (Supplemental Fig. S6). Particularly, the *T. onnurineus* NA1 genome contains a number of hydrogenases and their related proteins such as membrane bound hydrogenase (Mbh), membrane bound oxidoreductase (Mbx), and ion transporters in Hyg4-I, Hyg4-II, Hyg4-III, and Sulf-I, Sulf-II clusters^16^. 

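The genes of each cluster were taken as drawn in Fig. 4B. In the Mbx cluster (13 genes, TON_0486 to TON_0498) the median log2 ratio to YPS was 1.77 in MMC (95% interval 1.40–2.32) and 1.12 in MMF (0.68–1.43). All 13 genes were 2-fold or more higher in MMC and 8 were in MMF. In the Hyg4-II cluster (10 genes, TON_1017 to TON_1031) the median was 2.67 in MMC (2.15–3.19), with all 10 genes past 2-fold. In MMF it was 0.50 (−0.44 to 1.34), an interval that includes no change, and 2 genes passed. In the Hyg4-III cluster (23 genes, TON_1559 to TON_1582) it was 5.37 in MMC (3.99–7.36) and 3.55 in MMF (2.42–5.49), with 18 genes higher by 2-fold or more in each. Under the other scalings, filters and pseudocount run, no cluster median changed its direction.

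**Figure D2:**
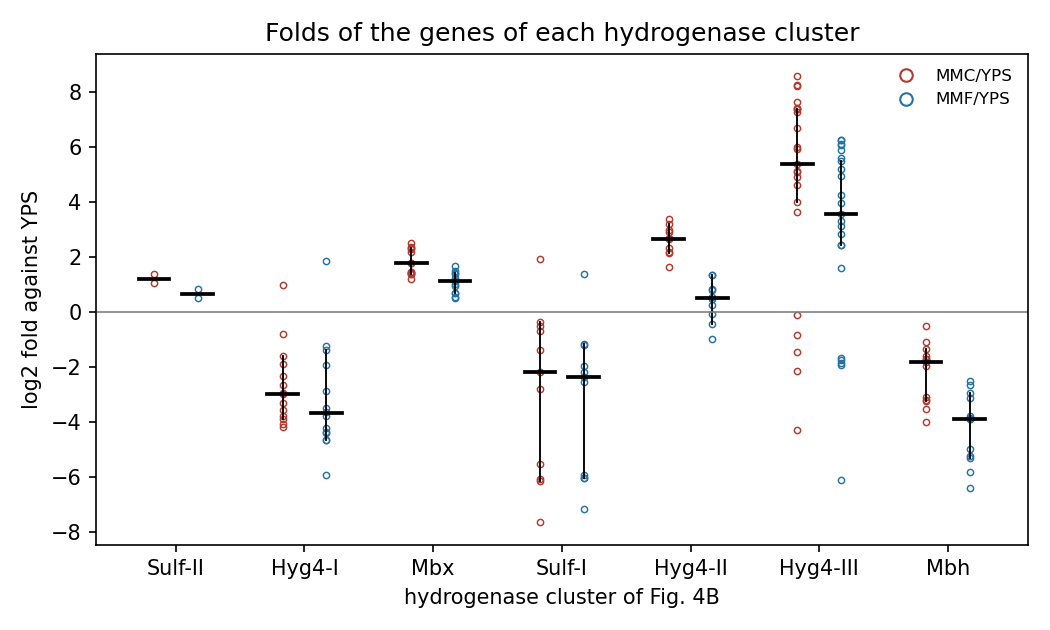
Log2 ratio to YPS of the normalized value of each gene in the 7 clusters of Fig. 4B, in MMC and in MMF (circles, 1 library per medium). Horizontal bars are medians and vertical lines their 95% intervals from order statistics, which Sulf-II with 2 genes does not have. In Mbx every gene lies above 0 in both media.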

Among those, genes in Hyg4-II, Hyg4-III clusters, and Mbx showed increased transcript levels under MMF or MMC growth conditions (Fig. 4B and Supplemental Fig. S6). 

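The Hyg4-I cluster (14 genes, TON_0264 to TON_0289) had a median log2 ratio to YPS of −2.96 in MMC (95% interval −3.88 to −1.60) and −3.68 in MMF (−4.64 to −1.36), and 12 and 13 of its genes were lower by 2-fold or more. The Mbh cluster (13 genes, TON_1583 to TON_1595) had medians of −1.81 (−3.24 to −1.34) and −3.87 (−5.30 to −2.93), with 12 and 13 genes lower by 2-fold or more. For Sulf-I (11 genes, TON_0533 to TON_0544) the medians were −2.18 (−6.12 to −0.36) and −2.36 (−6.02 to −1.14). Sulf-II, of 2 genes in Fig. 4B, had ratios above 0 in both media. TON_0052 (hydrogenase subunit alpha) had a log2 ratio of 1.38 (counting interval 1.23–1.53) in MMC and 0.51 (0.36–0.66) in MMF, and TON_0053 (sulfhydrogenase II delta chain) 1.04 (0.77–1.32) and 0.83 (0.57–1.09). The adjacent TON_0054 and TON_0055 (sulfhydrogenase II beta chain) were not taken from Fig. 4B and were named after their values were seen. TON_0054 had 0.73 (0.47–0.99) in MMC and 0.32 (0.07–0.57) in MMF, and TON_0055 had 0.94 (0.80–1.09) and 0.29 (0.15–0.44).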

Whereas, the transcript levels of Hyg4-I, Mbh, and two cytoplasmic NiFe-hydrogenases (Sulf-I and Sulf-II) were downregulated. The catalytic subunit of CO dehydrogenase (TON_1018), a key CO metabolic enzyme, was significantly increased only in MMC growth media. 

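TON_1018 lies at 940903–942795 on the plus strand of NC_011529. Its normalized value was 997 in YPS, 4937 in MMC and 734 in MMF, from 878, 4107 and 1001 reads. The log2 ratio to YPS was 2.31 in MMC (95% counting interval 2.20–2.41) and −0.44 in MMF (−0.57 to −0.31). Scaling to the total without rRNA and tRNA lowered the MMC ratio to 2.17.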

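The genes TON_0534 to TON_0537 of the Sulf-I cluster, which encode the alpha, delta, gamma and beta subunits of the cytosolic hydrogenase, lie at 488328–492397 on the minus strand. In YPS their normalized values were 10363, 20712, 9346 and 22358. In MMC they were 225, 311, 135 and 113, and in MMF 171, 318, 144 and 156. These are values for whole genes and are not divided by gene length. Per kb of gene and per 1000000 of all values in the library, they were 4.41–16.81 in MMC and 10.53–31.71 in MMF. Per kb and per 1000000 of the values without rRNA and tRNA genes, they were 9.84–37.49 and 14.67–44.16. Both units were chosen after the values were seen. In the second unit the other Sulf-I genes of Fig. 4B were higher, with TON_0533 at 62.12 in MMC and 97.62 in MMF and TON_0538 at 361 and 324.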

Among the cytoplasmic NiFe-hydrogenases, the Sulf-I cluster was markedly downregulated (Normalized RNA expression <30) in the MMC and MMF growth conditions due to the absence of sulfur. However, all genes in the Sulf-I cluster were highly activated more than 2-fold by sulfur in YPS media. 

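Of the 11 Sulf-I genes in Fig. 4B, 7 were lower by 2-fold or more in MMC than in YPS, and 10 were in MMF. In MMC the log2 ratios of TON_0540, TON_0541 and TON_0542 were −0.68 (95% counting interval −0.71 to −0.65), −0.51 (−0.55 to −0.46) and −0.36 (−0.39 to −0.33). TON_0544 (alcohol dehydrogenase) was higher in the minimal media, with 1.91 (1.89–1.94) in MMC and 1.39 (1.37–1.41) in MMF. TON_0543 (4Fe-4S binding protein), which is not among these 11 but in the TU that Table S2 starts at TON_0538, had 0.51 (0.46–0.56) in MMC and −0.62 (−0.67 to −0.57) in MMF. Among the genes that passed in both media, TON_0539 (formate dehydrogenase subunit alpha) had −1.38 in MMC and −2.18 in MMF.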

Taken together, hydrogen production under the presence of CO and formate seems to be largely driven by the Hyg4-II and Hyg4-III clusters, respectively.

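Between the minimal media, the Hyg4-II genes had a median log2 ratio of MMC to MMF of 2.07 (95% interval 1.85–2.75), and all 10 were higher in MMC. The Hyg4-III genes had 1.82 (1.55–2.20), and 22 of 23 were higher in MMC. Median normalized values of Hyg4-II were 120 in YPS, 800.02 in MMC and 149 in MMF. Those of Hyg4-III were 985, 40966 and 12953. The 18 genes from TON_1563 to TON_1580 had a median log2 ratio to YPS of 6.34 (5.08–7.64) in MMC and 4.72 (3.13–6.05) in MMF, and 0 of the 10000 matched random lists had a higher median in either comparison. From the rise of Hyg4-II and Hyg4-III beside the fall of other clusters, the paper proposes that these clusters largely drive hydrogen production.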

### Determination of noncoding RNAs

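The deposited list held 86 antisense and intergenic TSSs, of which 64 had at least 10 reads. The antisense TSSs had a median of 15 reads and the intergenic ones of 83. Table S5 lists 87 ncRNAs, TON_nc050 included, and all 87 had the same position in the deposited list, while 38 had another number of reads there than in Table S5. The promoter motifs were not analysed here, since no genome sequence was used.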

We found 86 putative ncRNAs with TATA box, BRE, and PPE motif at their upstream regions (Fig. 5A), encompassing the antisense (29 ncRNAs) and the intergenic (57 ncRNAs) regions (Fig. 5B and Supplemental Table S5). A previous genome annotation failed to identify these ncRNAs^16^, likely because of the lack of related information in the database. Furthermore, TSSs of ncRNAs were verified by using 5′tagRACE and Sanger sequencing (Supplemental Fig. S7). To analyze the functional roles of the ncRNAs, we exploited the RFAM database using sequence-based alignments, consensus secondary structures, and covariance models^41^. The functions of 22 intergenic ncRNAs were characterized with *E*-values lower than 10^−9^ (Supplemental Table S6), including 13 small nucleolar RNAs (snoRNAs) known to guide the chemical modification of rRNAs and tRNAs by promoting complex formation with essential proteins^42^. It also included three CRISPR RNA direct repeat elements, an archaeal RNase P ribozyme, an archaeal signal recognition particle RNA (SRP), and the HgcF/HgcG RNAs which were previously verified in AT-rich hyperthermophiles^43^. The ncRNAs showing expression changes >2-fold in responses to CO or formate were represented as the upregulated group (I) and downregulated group (II) (Fig. 5C). Among 22 ncRNAs, 15 ncRNAs showed the expression changes >2-fold and most ncRNAs were downregulated in the experimental growth conditions. For instance, TON_nc055, TON_nc025, and TON_nc028 encoding snoRNA, Hgc, and sscA, respectively, exhibited reduced expression levels in MMC growth media (Fig. 5D). These results suggest that ncRNAs are actively involved in regulating genes related to energy metabolism in response to CO and formate in *T. onnurineus* NA1.

### Comparative analysis of upstream regulatory regions

The *T. onnurineus* NA1 genome showed high similarity to the genome of *T. kodakarensis* KOD1, another H_2_ producing archaea^16^. Although archaeal genomes show highly conserved promoter elements in general, it is unknown whether those archaea regulate the expression of orthologous genes with similar upstream regulatory sequences. To investigate whether the orthologous genes are regulated similarly or differently, we performed a comparative analysis of the upstream regulatory sequences of orthologous genes between the closely related archaea *T. onnurineus* NA1 and *T. kodakarensis* KOD1. The orthologous genes present in both archaea were selected by all-versus-all BLASTP comparison between the protein-coding genes with an *E*-value threshold of 1×10^−10^ and coverage higher than 80%, resulting in a set of 1,430 orthologs (Fig. 6A and Supplemental Table S7). Among those, 722 and 840 orthologous genes were assigned by primary TSSs in *T. onnurineus* NA1 and *T. kodakarensis* KOD1 genomes, respectively, and the remaining TSSs were assigned to unique genes. Thus, further comparative analysis of regulatory elements in upstream regions was performed with the orthologous pairs assigned by TSSs (582 pairs in total) (Supplemental Table S7).

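Of the orthologs in Table S7 as held here (1429 pairs), 721 had a primary TSS in the deposited list. For all 582 pairs of Table S8 a 5′ UTR length was computed for the T. onnurineus gene. It differed from the length in Table S8 in 17 pairs. The T. kodakarensis lengths were taken from Table S8 and are the paper's.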

Using the primary TSSs of the orthologous genes, we calculated the distribution of 5′ UTR lengths; they have a similar pattern with a median length of 11 nt for both archaeal genomes (Fig. 2D and Supplemental Fig. S8). This is consistent with the fact that archaeal 5′ UTRs are relatively shorter than bacterial 5′ UTRs^12^,^29^. In particular, among the lmRNAs in both archaea, a total of 50 lmRNAs encode orthologous proteins with mostly unknown functions. 

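Over the 582 pairs, the median 5′ UTR length was 11 nt for the T. onnurineus genes as computed from the deposited TSSs, and 11 nt for the T. kodakarensis genes by the paper's lengths. Among the 472 pairs whose T. onnurineus TSS had at least 10 reads, both medians were again 11 nt.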

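With lengths of 0–5 nt on both sides, 67 of the 582 pairs were leaderless in both archaea. With at least 10 reads at the T. onnurineus TSS, 59 of 472 pairs were.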

The comparison of 5′ UTR lengths showed a correlation (R^2^ of 0.60) between the orthologs and 166 (28.5%) of them were identical in length (Fig. 6B and Supplemental Table S8). For example, the 5′ UTR length of TON_0824 encoding RNA polymerase subunit M was 23 nt, while that of its orthologous gene (TK0533) in *T. kodakarensis* KOD1 was 21 nt (Fig. 6B). 

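Over all 582 pairs the R2 between the lengths was 0.19 (95% interval 0.14–0.25, Fisher transformation across pairs, which are not independent replicates), and Spearman's rho was 0.71. Among the pairs with lengths far apart were TON_0902 (−279 nt against 9 nt for TK0987), TON_0502 (10 nt against 289 nt for TK1231) and TON_1363 (10 nt against 276 nt for TK1681), which were chosen after their values were seen. In the 464 pairs with both lengths at 0–50 nt, the range drawn in Fig. 6B, R2 was 0.60 (0.55–0.66) and rho 0.76. Identical lengths were found in 165 of the 582 pairs (28.35%, binomial interval 24.72–32.20%).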

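TON_0824 lies at 764434–764766 on the plus strand of NC_011529. Its TSS at 764411 had 363 reads, and the length computed from it was 23 nt. The length of 21 nt for TK0533 is the paper's, from Table S8.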

Then, the 5′ UTR conservation in the archaeal species was calculated from the sequence alignment of the 5′ UTRs from ortholog pairs. The 5′ UTR sequences were more diverse than promoter sequences and ORFs between orthologous genes in the archaea species (Fig. 6C), whereas the sequences of ORFs and promoters were 74.1% and 62.5% conserved, respectively. The 5′ UTR sequences were diverse (58.3% conservation), however the SD motifs (GGDGRD) of the RBSs were well conserved in both archaea, which were located around 6 nt from the TSS. To calculate promoter sequence conservation, we extracted the sequences between −21 and −40 relative to the TSS in both archaea. The unexpected low promoter conservation level (62.5%) might be due to sequence variations around TATA boxes and BRE motifs. In addition to the promoter and 5′ UTR sequences, the comparison of upstream sequences between −41 and −100 exhibited a gradual decrease in sequence identity with increasing distance from TSS (Fig. 6D). This might indicate the presence of different regulatory sequences for the conserved orthologous genes, such as transcription factor binding sites. Interestingly, among the hydrogenase clusters, Mbh, Mbx, SulfI, and a part of Hyg4-III clusters of *T. onnurineus* NA1 were found in *T. kodakarensis* KOD1 as orthologous pairs (Supplemental Fig. S9). Among them, the Sulf-I cluster, encoding the cytosolic Ni-Fe hydrogenase, showed a highly conserved promoter, RBS, and upstream regulatory sequence in both archaea (e-value < 2 × 10^−7^). Interestingly, ORFs (TON_0538–TON_0540) in the Sulf-I cluster encoding formate transporter, formate dehydrogenase subunit alpha (*fdhA*), and oxidoreductase iron-sulfur protein were lacking in the *T. kodakarensis* KOD1 genome^16^,^18^. Instead, ORFs (TK2073–TK2075), to orthologous TON_0541–TON_0543 encoding 4Fe-4S binding proteins and glutamate synthase, exhibited similar regulatory sequences located upstream of the omitted TON_0538. Taken together, although *T. onnurineus* NA1 and thermophilic archaea *T. kodakarensis* KOD1 have a highly conserved proteome, the regulatory regions embedded in sequences upstream of the TSS are diverse.

## Discussion

The primary transcriptome landscape with differential gene expression enables a mechanistic understanding of transcriptional and translational regulation for organisms under given conditions. In this study, we determined the primary transcriptome of the hyperthermophilic archaeon *T. onnurineus* NA1 using dRNA-seq so that the *cis*-regulatory components were cataloged on a genomic scale. In contrast to other archaea^3^,^12^,^31^,^32^, most TSSs (89.9%) in the *T. onnurineus* NA1 genome were highly embedded upstream of ORFs, however some TSSs (10.1%) were also found within ORFs, the antisense strand, and non-coding regions. In addition to the conserved promoter elements, although this is less understood, it has been suggested that archaeal 5′ UTRs contain the initiator element motif (INR), with high AT content, which affects promoter strength through interacting with transcription activators or facilitating promoter opening^3^,^44^. 

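In the deposited list 973 of the TSSs (89.93%, 95% binomial interval 87.98–91.66%) were primary or secondary, and 109 (10.07%, 8.34–12.02%) were internal, antisense or intergenic.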

As reported for *Sulfolobus solfataricus* P2^44^, we found a weakly conserved motif (GAGAT) located at positions +2 to +6, indicating that its sequence variation may contribute to initiating transcription (Supplemental Fig. S10).

In spite of the critical roles of 5′ UTRs, the absence of a 5′ UTR (i.e., lmRNA) seems like a widespread regulatory strategy in archaea^12^,^14^,^31^,^45^. Along with the highly conserved promoter elements, it has been presumed that translation initiation is mediated by direct binding of the 30S ribosomal subunit or 70S ribosome and an initiator f-Met-tRNA to the AUG^36^,^46^,^47^. Consistent with the fact that the ‘AUG’ start codon is a significant determinant for leaderless translation, the identified lmRNAs highly utilize AUG as the translation start codon (94.9%) in *T. onnurineus* NA1. In addition, 5′ end phosphates are known to positively affect translation efficiency^48^,^49^. Thus, lmRNAs without leader sequences (0 nt in length) may be preferable for leaderless translation, which is consistent with the observation that over 70% of the lmRNAs lack a leader sequence (Fig. 2A). In spite of the considerable number of lmRNAs, the cellular functions of most lmRNAs are currently unknown and also show lower expression levels than umRNAs^50^. Interestingly, the different levels of lmRNAs among different archaeal species may indicate that lmRNAs are involved in regulatory mechanisms of archaeal adaptation to a wide range of environmental conditions.

To date, a wide range of ncRNAs has been identified in all the three domains of life, which are involved in various cellular functions including post-transcriptional regulation^51^. We found 15 out 22 differentially expressed ncRNAs, which were related with energy metabolism (closely related with H_2_ production) under different growth conditions. No significant difference in promoter element sequences was found, so the ncRNAs may be regulated by other transcription factors or riboswitches^52^. In contrast to the genomic GC content (51%) and due to the thermophilic growth of *T. onnurineus* NA1, most ncRNAs were AT-rich (48% GC content), and they may function as unstructured forms or be stabilized by interacting with molecules such as nucleic acids or proteins^12^,^32^,^53^. Interestingly, these unique RNA-based regulations of ncRNAs in thermophilic archaea are often observed in other archaea, such as *P. abyssi* and *T. kodakarensis*^12^,^32^.

In conclusion, an important attribute of the primary transcriptome landscape, along with comparative genomics, is that it defines the potential regulatory sequences at upstream of each ORF, where a wide range of transcriptional regulators bind to control gene expression. This complete genome analysis has provided us with much information about the genomic features of different or closely related organisms; mostly insights into genome evolution, pathogenicity, and the core genome^54^,^55^,^56^. Similar to the core genome concept, comparing regulatory sequences of orthologous ORFs in closely related archaea provides information regarding whether the genes are regulated by similar regulatory mechanisms. Thus, comparative genome analysis coupled with primary transcriptome analysis can aid in annotating ORFs and determining regulatory features of lesser-studied archaeal species.

## Methods

### Cell culture and media

*T. onnurineus* NA1 cells were cultured anaerobically at 80 °C to mid exponential phase with growth rate of 0.32 h^−1^, 0.21 h^−1^ and 0.31 h^−1^ in yeast extract-peptone-sulfur (YPS), modified minimal-CO (MMC), and modified minimal-formate (MMF) medium, respectively^20^. YPS medium was prepared as previously described^57^. MMF or MMC media were prepared by adding 1% sodium formate or 1 bar CO gas into the modified minimal media (MM1) containing 0.1% yeast extract, 3.5% NaCl, 0.07% KCl, 0.39% MgSO_4_, 0.04% CaCl_2_·2H_2_O, 0.03% NH_4_Cl, 0.015% Na_2_HPO_4_, 0.003% NaSiO_3_, 0.05% NaHCO_3_, and 0.05% cysteine-HCl. The medium was supplemented with 0.1% (v/v) each of Holden’s trace element and Balch’s vitamin solution^57^,^58^.

### RNA purification

Duplicate cell cultures in the exponential growth phase were harvested and stored at −80 °C prior to use. After thawing, the resulting cell pellet was used to obtain total RNA by extraction with TRIzol reagent (Invitrogen, Carlsbad, CA). DNase I (Thermo Scientific Inc., Waltham, MA) treatment was performed at 37 °C for 30 min to remove genomic DNA from the isolated total RNA. Total RNA was further purified by chloroform extraction and ethanol precipitation. Purified RNA concentration was determined using a NanoDrop 1000 spectrophotometer (Thermo Scientific Inc.) and quality was checked by visualization using the Experion system (Bio-Rad, Hercules, CA) and by measuring the A260/A280 ratio.

### Strand-specific RNA-seq (ssRNA-seq)

A Ribo-Zero rRNA Removal Kit (Epicentre, Madison, WI) was used to deplete rRNAs in accordance with the manufacturer’s protocol and rRNA removal was confirmed using the Experion system. The rRNA-depleted RNA samples were converted into sequencing libraries using a ScriptSeq RNA-seq library preparation kit (Epicentre). After confirming the quality of the sequencing libraries using TOPO cloning (Invitrogen), they were subsequently quantified using a Qubit 2.0 fluorometer (Invitrogen) and the Experion system. The samples were then sequenced on a Genome Analyzer IIx platform (Illumina Inc., San Diego, CA) with read length of 36 nucleotides.

### Differential RNA-seq (dRNA-seq)

Two libraries were prepared using the modified dRNA-seq method as described previously^7^,^10^. Total mRNA was split into two samples for preparing two different libraries: the primary transcriptome library and the whole transcriptome library. First, we treated the rRNA-depleted RNA samples with 1 U of Terminator 5′-Phosphate-Dependent Exonuclease (TEX, Epicentre), 2 μL of 10 × Terminator Reaction Buffer A (Epicentre), and 20 U of RNaseOUT (Invitrogen) at 30 °C for 1 hr. This reaction enriched intact 5′ tri-phosphorylated mRNAs by removing 5′ mono-phosphorylated rRNA and any degraded mRNA. The reaction was terminated by adding 1 μL of 100 mM EDTA (pH 8.0), and purified by phenol-chloroform extraction and ethanol precipitation. Second, we treated the rRNA-depleted RNA samples with 20 U of RNA 5′ polyphosphatase (TAP, Epicentre) without TEX treatment. To ligate a 5′ adapter (5′-GUUCAGAGUUCUACAGUCCGACGAUC), the tri-phosphates at the mRNA 5′ ends were converted to 5′ mono-phosphates with 20 U of TAP in a 20 μL reaction containing 2 μL of 10 × TAP reaction buffer (Epicentre) and 20 U of RNaseOUT at 37 °C for 1 hr, followed by phenol-chloroform extraction and ethanol precipitation. Ligation was performed in a reaction containing 20 U of T4 RNA ligase (Epicentre), 2 μL of 10 × T4 RNA Ligase buffer (Epicentre), 2 μL of 10 mM ATP, and 20 U of RNaseOUT at 37 °C for 3 hr. Then, the ligated products were incubated with the random 3′ overhanging primer (N9; 5′-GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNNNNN) at 70 °C for 10 min followed by incubation at 25 °C for 10 min. The first-strand cDNA samples were then prepared by incubation with 600 U of SuperScript III reverse transcriptase, 6 μL of 100 mM DTT, 3 μL of 10 mM dNTP mix, 1 μL of actinomycin D (1 mg/mL), and 30 U of RNaseOUT at 25 °C for 10 min, 37 °C for 1 h, 42 °C for 1 h, and 70 °C for 15 min, sequentially. The reaction was then chilled to 4 °C. To remove residual RNAs, the reverse transcribed products were incubated with 20 μL of 1 N NaOH at 65 °C for 30 min, followed by neutralization with 20 μL of 1 N HCl. The synthesized cDNA was purified using a QIAquick PCR Purification Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions and then purified again by ethanol precipitation. The cDNA fragments ranging from 100 to 350 bp were then fractionated from a 2% agarose gel by Pippin Prep (Sage Science, Beverly, MA). The cDNA samples were amplified with a forward primer (5′-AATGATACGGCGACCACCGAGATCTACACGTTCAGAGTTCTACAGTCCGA) and indexed primer (5′-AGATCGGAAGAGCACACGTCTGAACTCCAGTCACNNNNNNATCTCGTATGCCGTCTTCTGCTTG). Amplification was monitored on a Thermocycler (Bio-Rad) and stopped at the beginning of the saturation point to avoid over-amplification. The amplified sequencing libraries ranging from 150 to 400 bp were fractionated from a 2% agarose gel by Pippin Prep. The final amplified library was purified with a MinElute Gel Extraction Kit (Qiagen) and quantified using a Qubit 2.0 fluorometer. After validation with TOPO cloning, the sequencing libraries were sequenced using a MiSeq Reagent kit v2 in single-read mode with 150 cycles on the MiSeq platform with read lengths of 150 nucleotides.

### 5′ Rapid amplification of cDNA ends (5′ RACE)

One microgram of rRNA-depleted mRNA was ligated with 50 pmol of a short RNA adapter (5′-ACGGACUAGAAGAAA) by T4 RNA ligase (Thermo) and SUPERase-In (Thermo) at 37 °C for 90 min and then at 70 °C for 10 min. To remove excess adapters after the reaction, the sample was incubated with 40 μL of AMPureXP beads for 5 min and the supernatant was removed. The beads were washed with 70% ethanol twice and then resuspended in 22 μL of RNase-free water. The supernatants were transferred to new 1.5 mL tubes and divided into two samples for TAP treatment (+TAP) and non-treatment (−TAP). The samples were incubated with and without TAP in the presence of SUPERase-In at 37 °C for 60 min. Each sample was then ethanol precipitated and further resuspended in 13 μL of RNase-free water. The RNA sample was ligated with 10 pmol of an RNA adapter (5′-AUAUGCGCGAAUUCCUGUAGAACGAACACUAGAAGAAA) using 10 U of T4 RNA ligase and 20 U of SUPERase-In at 37 °C for 90 min and then at 70 °C for 10 min. The excess adapter removal step was performed as described above and the sample was then resuspended in 10 μL of RNase-free water. Eight microliters of the adapter-ligated RNA sample was reverse transcribed with Superscript III RT (Invitrogen) with random hexamers according to the manufacturer’s instructions. Then cDNA samples were further purified by AMPureXP beads and ethanol precipitation, and resuspended in 20 μL of RNase-free water. For amplification of specific cDNAs, targeted cDNAs were amplified with a 5′ primer (5′-GCGCGAATTCCTGTAGAACG) (25 pmol) and 3′ primer (10 pmol) specific to each gene. The amplified cDNAs were resolved with a 2.5% agarose gel and identities were further confirmed by Sanger sequencing.

### Quantitative real-time PCR

First-strand cDNAs were synthesized from total RNA using the SuperScript III First-Strand Synthesis System (Invitrogen) in accordance with the manufacturer’s instructions. Amplification of cDNAs was monitored on a CFX96 Real-Time PCR Detection System with SYBR Green I Nucleic Acid Gel Stain (Invitrogen) under the following conditions: 98 °C for 10 s; 62 °C for 30 s; and 72 °C for 10 s for 35 cycles.

### Data processing and analysis

For ssRNA-seq analysis, adapter sequences were trimmed and sequence reads shorter than 25 nucleotides were discarded. The retained sequence reads were mapped to the *T. onnurineus* NA1 (NC_011529) genome sequence using CLC genomics workbench (CLC bio, Aarhus, Denmark) with the following parameters: mismatch cost = 2, insertion cost = 3, deletion cost = 3, length fraction = 0.9, and similarity = 0.9. Only sequence reads that aligned to unique genomic locations were retained. To normalize the RNA-seq profile, read depths at every genomic position were adjusted to the value proportional to one million mapped reads. To avoid bias caused by large numbers of rRNA and tRNA genes, we omitted the reads that were mapped to rRNA and tRNA genes as described previously^59^. Differentially expressed genes were identified using the DESeq package in R^40^. For dRNA-seq analysis, the reads from two experiments were summed, whose TSS adapter sequence (5′-CAGAGTTCTACAGTCCGACGATC) and N9 sequences were trimmed and sequence reads shorter than 25 nucleotides were also removed. Genomic positions of the 5′ ends of uniquely aligned dRNA-seq reads were considered to be potential TSSs. Only TSSs present in both TEX+ and TEX− libraries (within ±5 bp) were retained. TSSs were then curated as described previously with some modifications^21^. Briefly, potential TSSs within 150 bp were clustered together; they were then sub-clustered with the standard deviation <15. Clusters and sub-clusters with less than three reads were removed. The potential TSS with the most reads in a sub-cluster was selected as the TSS. If a cluster had several TSSs, the standard deviation of two adjacent TSSs was calculated. If the calculated standard deviation was less than 15, the one with lower reads was removed. The TSSs were then manually curated and classified according to their positions. Among the TSSs located from 300 bp upstream of the respective annotated start codon of each ORF, the TSS with the maximum number of reads was classified as the primary (P) TSS and the others were termed secondary (S). In the case of the TSSs located within an annotated ORF, the TSS on the same strand as the coding sequence was classified as internal (I), while a TSS on the opposite strand was antisense (A). The TSSs not falling into any of the categories mentioned above were classified as intergenic (N). Only secondary and internal TSSs with at least 50% of the reads of the primary TSS were retained. COG functional categories were extracted from NCBI RefSeq (NC_011529.ptt) and gene associations to KEGG pathways were determined using the KEGG website (http://www.genome.jp/kegg/tool/map_pathway2.html) with NCBI GeneID. Essential genes in *T. onnurineus* were identified by the KEGG orthologs^60^ of essential genes in *E. coli*^61^. RNA-seq depth profiles and TSS profiles were visualized using SignalMap software from NimbleGen (http://www.nimblegen.com/products/software/). In-house scripts used for data processing are available on request.

### Motif discovery

The 60 bp sequences upstream of each TSS were extracted to identify the promoter motifs. The conserved sequence (AANNNTTATAA) was obtained using MEME software. We extracted sequences 7 bp upstream and 21 bp downstream sequences from the first and last nucleotides of the conserved sequence, respectively. The extracted sequences (N7-AANNNTTATAA-N21) were then used to draw the conserved motif sequences using Weblogo^62^.

### Comparative genome analysis

An all-versus-all BLASTP search was performed using the protein sets in genomes to identify pairwise matches and the E-value threshold was 1×10^−10^ with over 80% coverage. The phylogenetic tree was constructed by the neighbor-joining method using PHYLIP version 3.65, and was visualized using TREEVIEW software^63^. The distance method for the neighbor-joining algorithm was generated by a Dayhoff PAM matrix. The robustness of phylogenetic tree topologies was evaluated by bootstrap analyses of the neighbor-joining algorithms based on 1,000 resamples.

## Additional Information

**Accession codes:** RNA sequencing data were deposited in the Gene Expression Omnibus database under accession number GSE85760 and also available at http://cholab.or.kr/data/.

**How to cite this article**: Cho, S. *et al*. Genome-wide primary transcriptome analysis of H_2_-producing archaeon *Thermococcus onnurineus* NA1. *Sci. Rep.* **7**, 43044; doi: 10.1038/srep43044 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
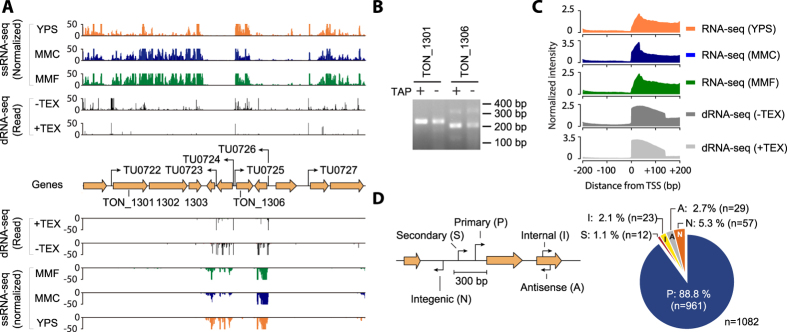
Determining transcriptional architecture of the *T. onnurineus* NA1 genome. (**A**) Example of dRNA-seq and ssRNA-seq profiles mapped onto the *T. onnurineus* NA1 genome. For TSS determination, total RNA samples were isolated from independent biological replicates of the mid-exponential growth phase cultures and two sequencing libraries were constructed, one from TEX treated (+TEX) and the other from untreated total RNA (−TEX). The expression levels of mRNA transcripts were obtained from ssRNA-seq, representing the genomic region between TON_1301 and TON_1310, in yeast peptone sulfur (YPS), MM1-CO (MMC), and MM1-Formate (MMF) media conditions. (**B**) TSS confirmation for TON_1301 and TON_1306 using the 5′ Rapid Amplification of cDNA Ends derivative method (5′tagRACE) and Sanger sequencing. Full-length gels are included in Supplementary Fig. S1. (**C**) Average normalized intensity of each position for maximum peak within ±200 nt from the identified TSSs. (**D**) A total of 1,082 TSSs were identified and classified according to their positions relative to adjacent ORFs. TSSs located from 300 bp upstream to 50 bp downstream of the start codon of the annotated ORF were classified as the primary (P) or secondary TSSs (S). The peaks found within the coding regions were assigned as the internal TSSs (I). TSSs located within the reverse strands and the annotated ORFs were classified as the antisense (A) and intergenic TSSs (N), respectively.

**Figure 2:**
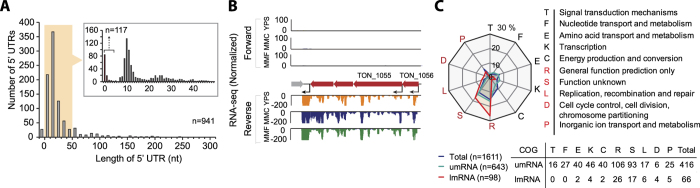
Analysis of 5′ UTRs in *T. onnurineus* NA1. (**A**) Distribution of 5′ UTR lengths is shown within 300 nt. Another distribution at 0–5 nt was found and considered to produce leaderless mRNAs (lmRNAs, n = 117). (**B**) Examples of these lmRNAs are illustrated (TON_1055 and TON_1056). (**C**) Functional enrichment analysis of proteins encoded by the umRNAs (n = 643) and lmRNAs (n = 98) using COG mapping.

**Figure 3:**
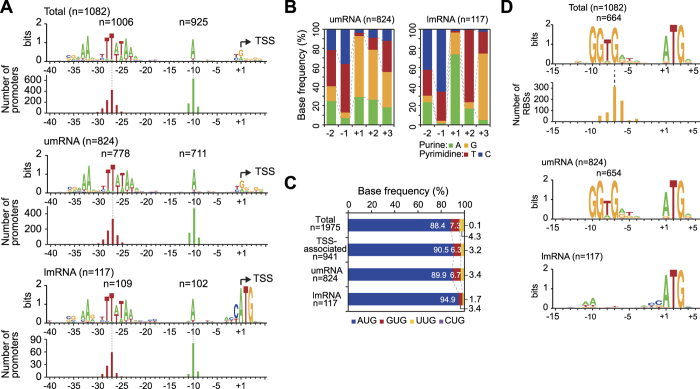
Genome-scale analysis of upstream sequences. (**A**) Determination of promoter elements. TATA boxes (5′-TTWTAW), polyA BRE motifs upstream of the TATA box, and PPE motifs “A” at −10 were identified relative to the TSS (+1). The bottom panels show the conservation of each motif of umRNAs and lmRNAs. (**B**) Proportion of each nucleotide at TSS (+1) and two nt upstream and downstream of the TSS of umRNAs and lmRNAs. The pyrimidine-purine dinucleotide motif is shown at −1 and +1 positions. (**C**) Start codon usage of all ORFs (primary TSS-associated ORFs, umRNAs, and lmRNAs. **(D)** Conserved ribosome-binding site (RBS) motif (5′-GGTG) for umRNAs (n = 796) and lmRNAs (n = 117). For lmRNAs, the absence of an RBS was confirmed.

**Figure 4:**
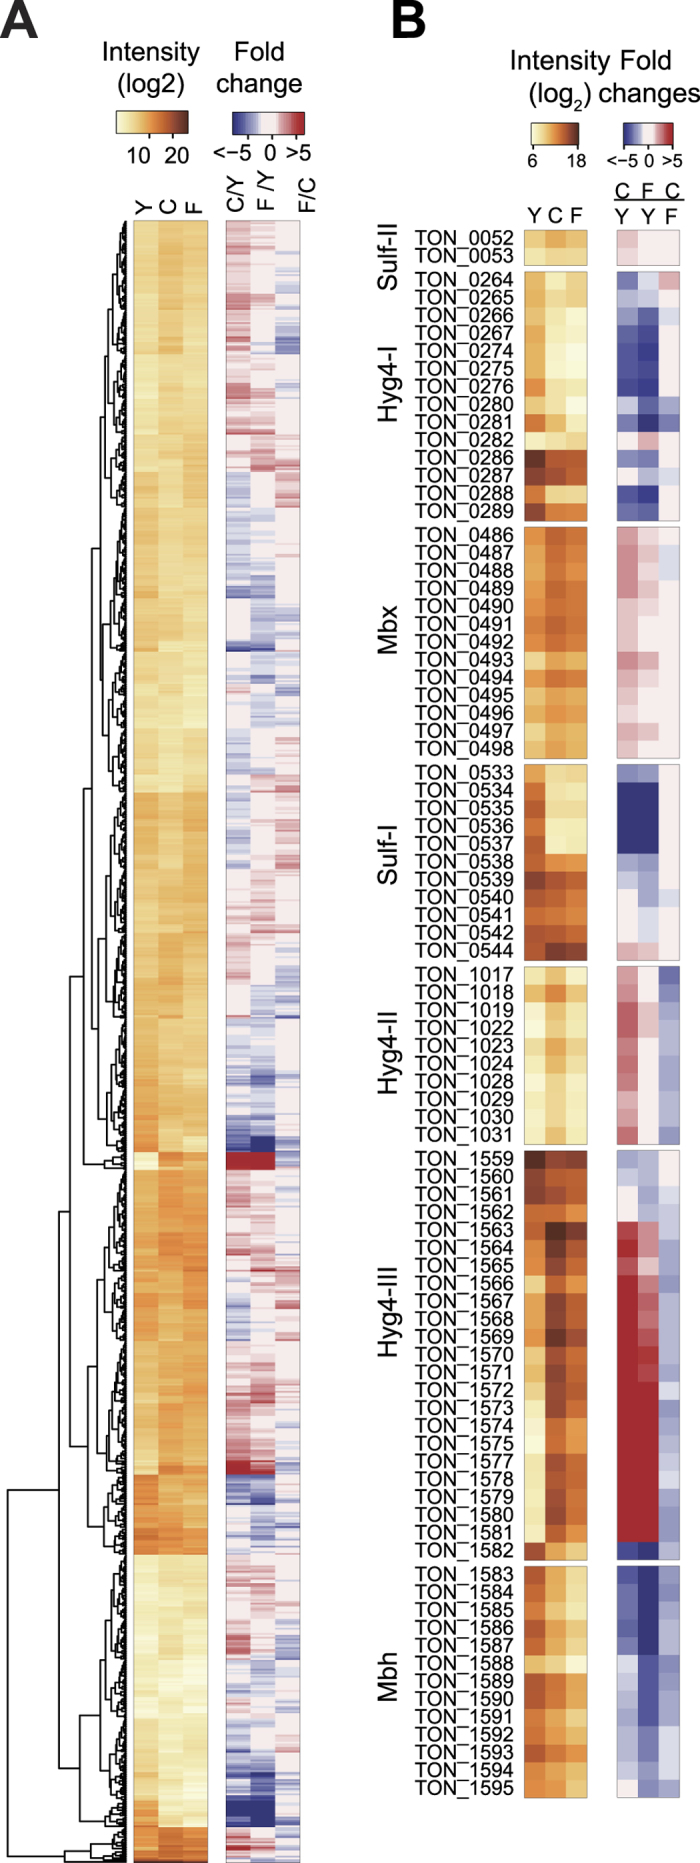
Dynamic RNA expression changes according to the gene function. (**A**) Normalized RNA expression and differential expression according to the culture media; YPS (“Y”), MMC (“C”), and MMF (“F”) as shown using a heat map. (**B**) The RNA expression and regulation of hydrogenase-related genes were shown in three hydrogenase clusters (Hyg4), sulfhydrogenase (Sulf), membrane-bound oxidoreductase (Mbx-I), and membrane bound hydrogenase (Mbh) clusters using a heat map.

**Figure 5:**
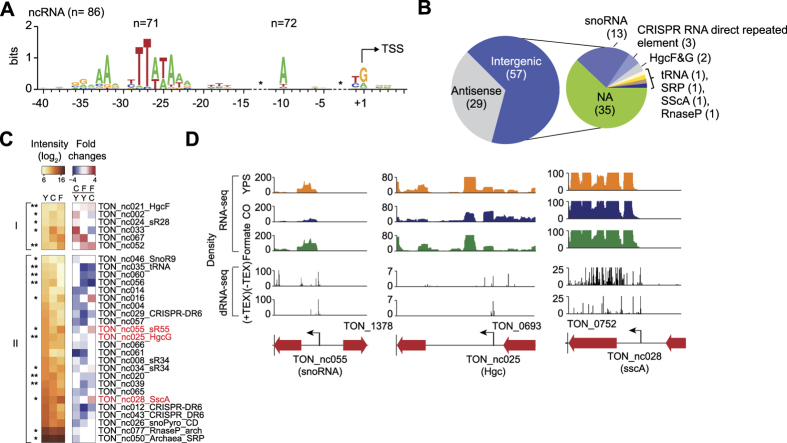
Characterization of ncRNAs. (**A**) Determining promoter elements from the region upstream of ncRNAs. Each motif (TATA boxes, BREs, and PPE motifs) was identified. (**B**) ncRNAs were classified according to their location (antisense and intergenic). The intergenic ncRNAs were further determined using functional groups based on Rfam. (**C**) The ncRNAs with expression changes over two fold in YPS, MMC, and MMF media are displayed with a heatmap. Groups I and II indicate upregulated and downregulated ncRNAs in MMC and MMF against YPS growth media, respectively. (**D**) Examples of ncRNAs expression profiles are displayed for snoRNA (TON_nc055), Hgc (TON_nc025), and sscA (TON_nc028) with the dRNA-seq profiles.

**Figure 6:**
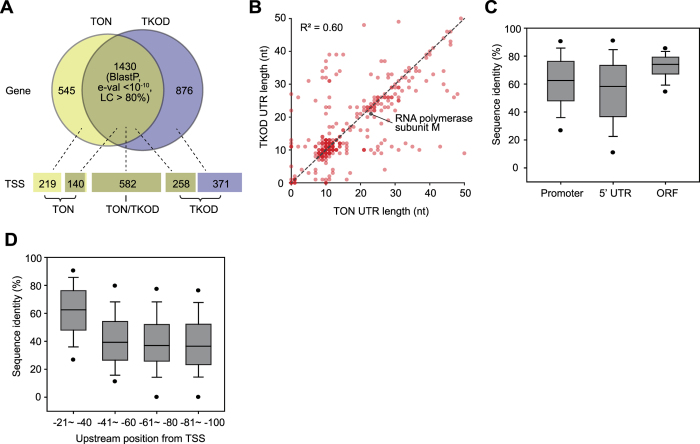
Comparative analysis of regulatory elements in closely related archaea. (**A**) Orthologous genes and species-specific genes of *T. onnurineus* NA1 and *T. kodakarensis* KOD1. (**B**) Differences in 5′ UTR length between pairs of orthologous ORFs within 50 nt. (**C**) Comparison of sequence conservation between promoters and 5′ UTR regions of orthologous ORFs and ORF sequences. (**D**) Comparison of upstream regions (−21 and −100) of the comparable pairs of orthologous ORFs.

# Supplementary material for: Genome-wide primary transcriptome analysis of H2-producing archaeon Thermococcus onnurineus NA1
**Source:** Sci Rep. 2017 Feb 20;7:43044. doi: 10.1038/srep43044
**Supplement:** Supplementary Information

## Supplementary information

# Genome-wide primary transcriptome analysis of H<sub>2</sub>-producing archaeon *Thermococcus onnurineus* NA1

Suhyung Cho<sup>1,¶,\*</sup>, Min-Sik Kim<sup>2,¶</sup>, Yujin Jeong<sup>1,¶</sup>, Bo-Rahm Lee<sup>3</sup>, Jung-Hyun Lee<sup>2</sup>, Sung Gyun Kang<sup>2</sup>, and Byung-Kwan Cho<sup>1,3,\*</sup>

¶ These authors contributed equally to this work.

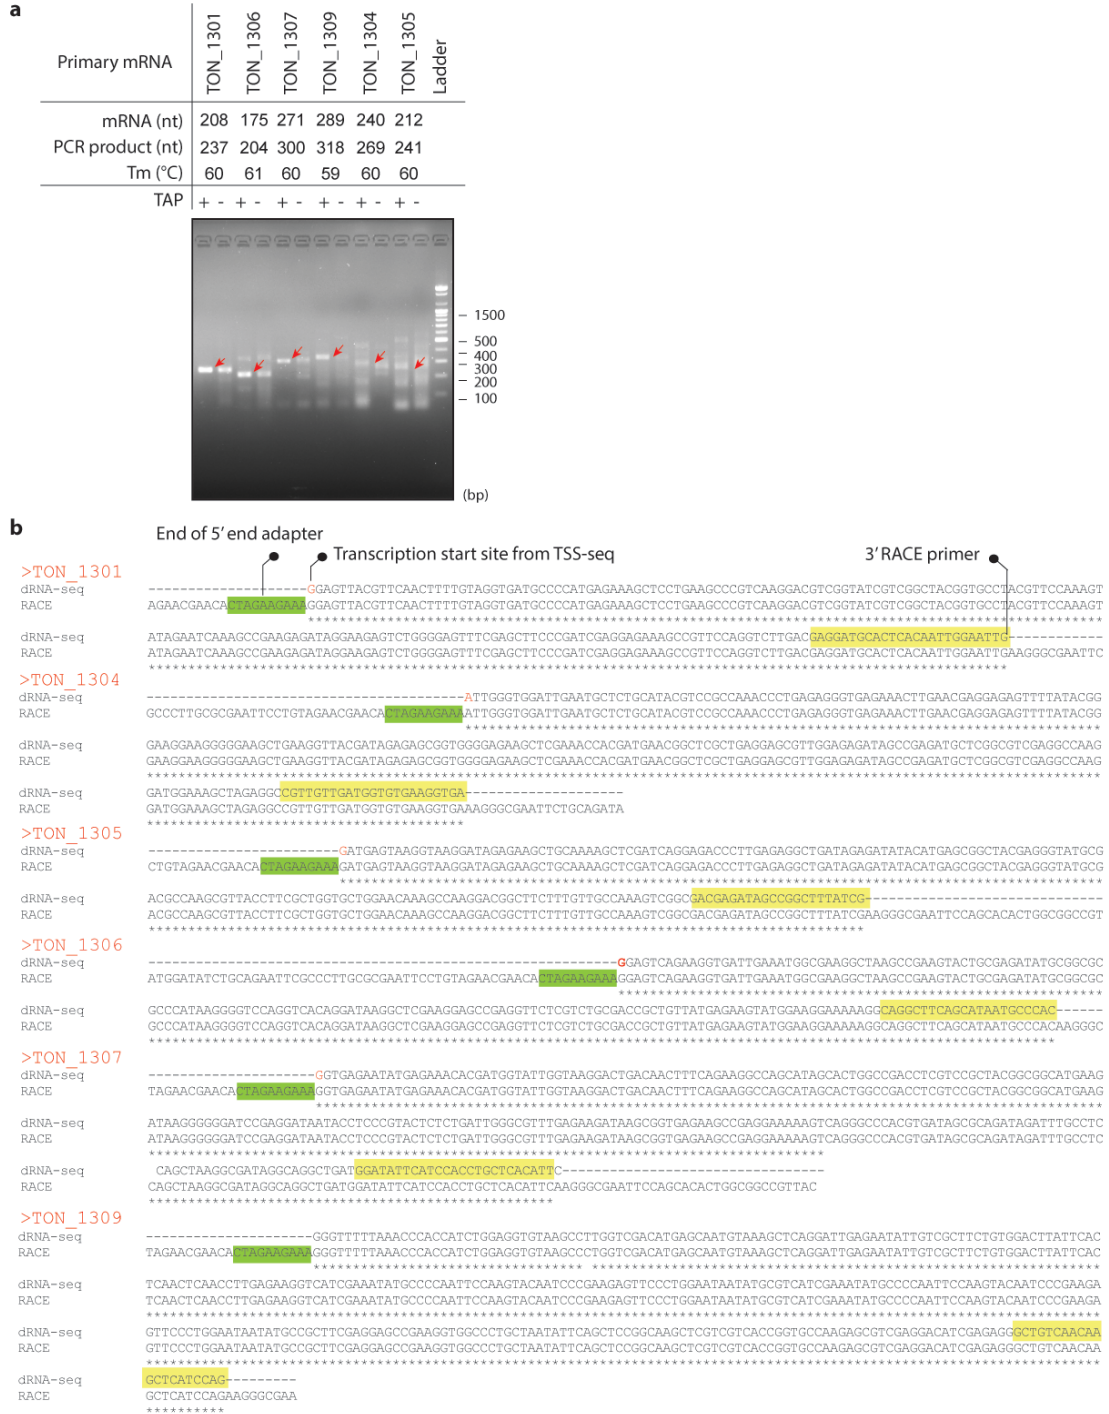

**Supplementary Fig. S1. 5' Rapid Amplification of cDNA Ends (5'tagRACE).** (a) The TSSs of 6 mRNAs found by dRNA-seq were confirmed using 5'tagRACE and targeted genes were separated by 2.5% agarose gel electrophoresis. (b) The 5' end of amplified DNA fragments was confirmed using pyrosequencing.

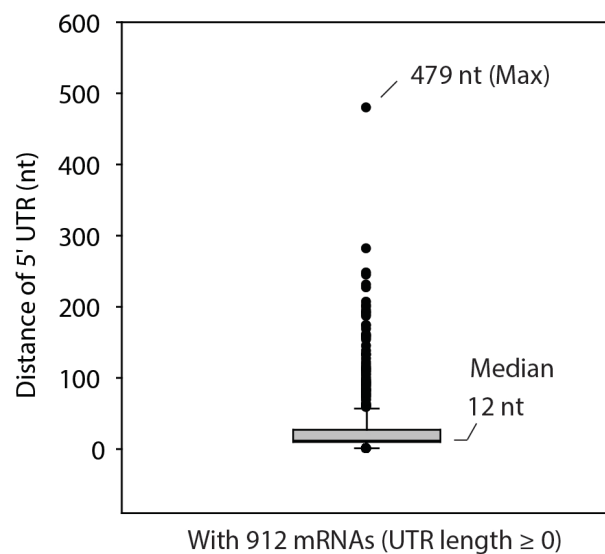

**Supplementary Fig. S2. Distribution of 5' UTR length.** The maximal and median length of 5' UTRs in *T. onnurineus* NA1.

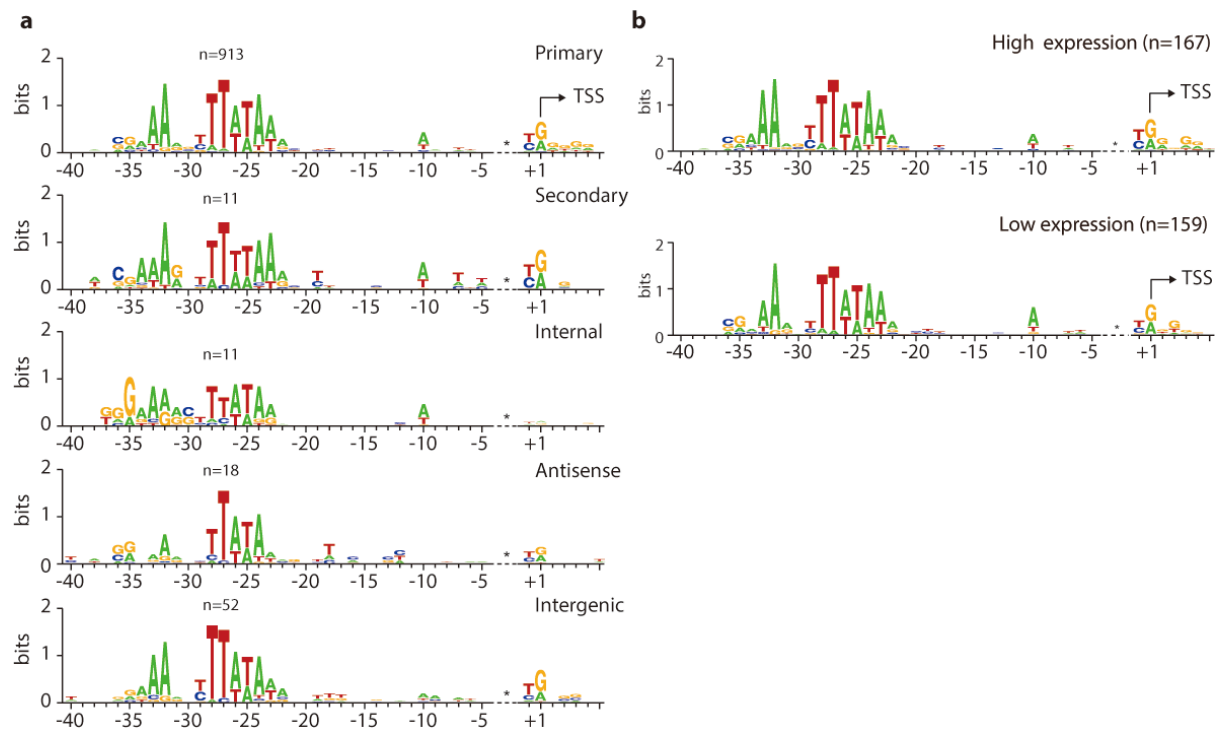

**Supplementary Fig. S3. Promoter motifs upstream of transcription start sites. (a)** The TATA boxes, BEs, and PPE motifs are shown between the TSS (+1) and 40 nt upstream according to primary, secondary, internal, antisense, and intergenic TSS location using MEME. **(b)** The promoter motifs according to promoter strength. The promoters and BE motifs were compared for genes corresponding to high (high-ranked 167 genes) and low transcription levels (low-ranked 159 genes) using MEME.

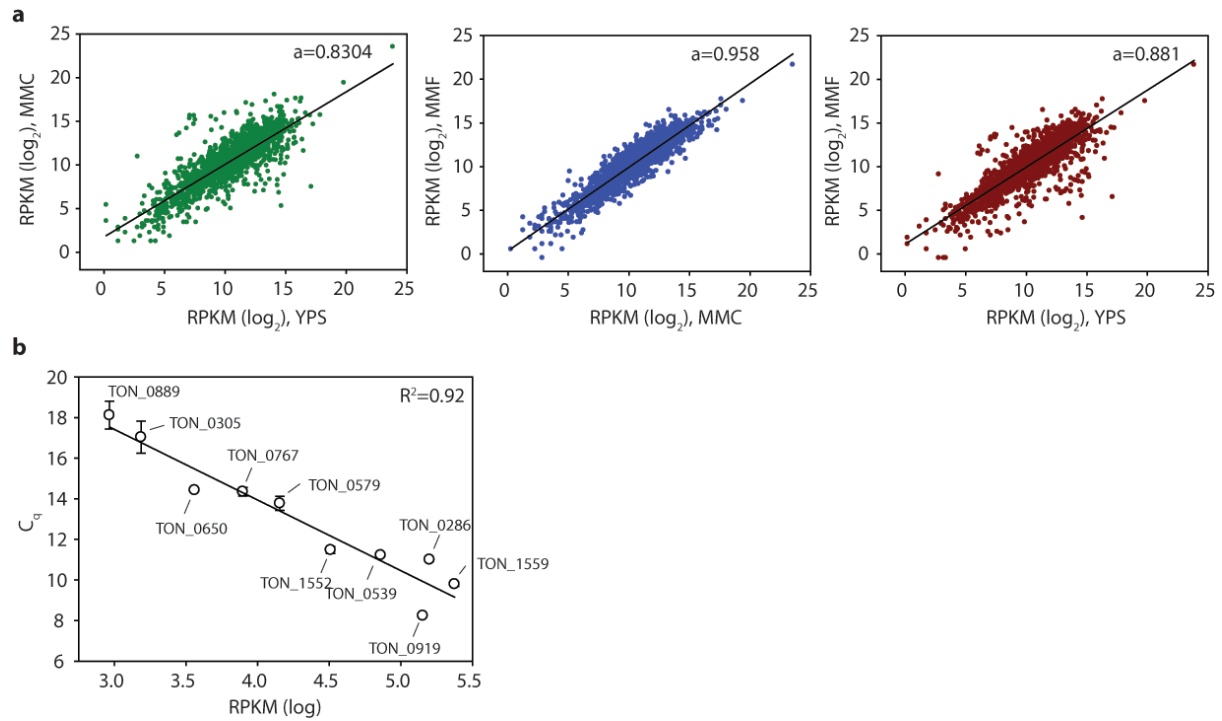

**Supplementary Fig. S4. Differential RNA expression.** (a) Pairwise correlation of RNA expression between the growth conditions of YPS/MMC, MMC/MMF, and YPS/MMF were examined and illustrated with a scatter plot. (b) Quantitative analysis of cellular mRNAs by qRT-PCR. The correlation between  $C_q$  value from qPCR with RPKM from ssRNA-seq was examined for 10 specific mRNAs.

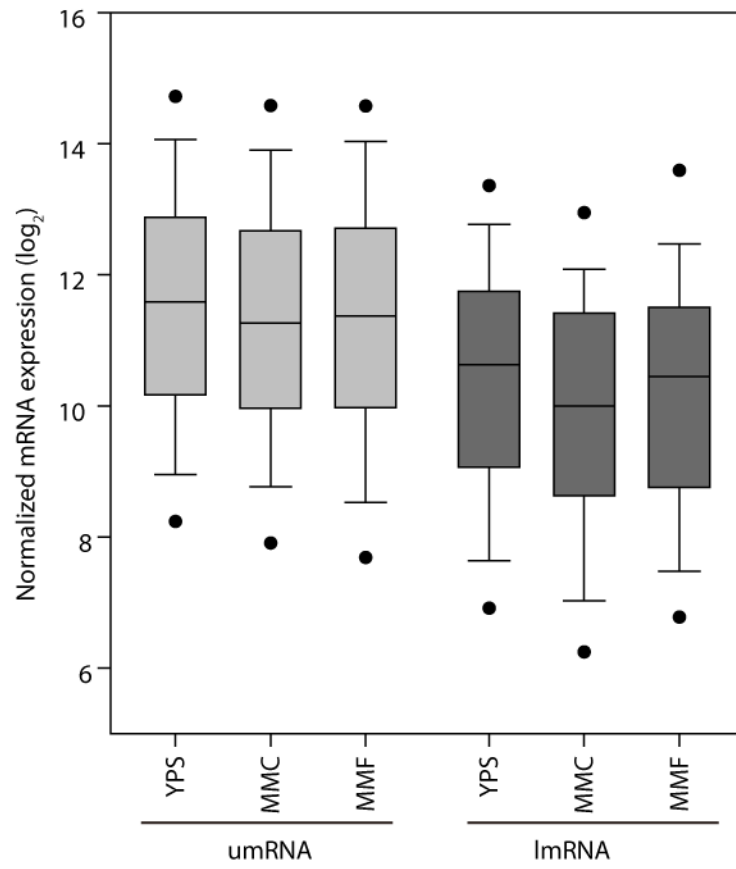

**Supplementary Fig. S5. The box plot of normalized mRNA expression according to the culture media, YPS, MMC, and MMF in leadered mRNA and leaderless mRNA.**

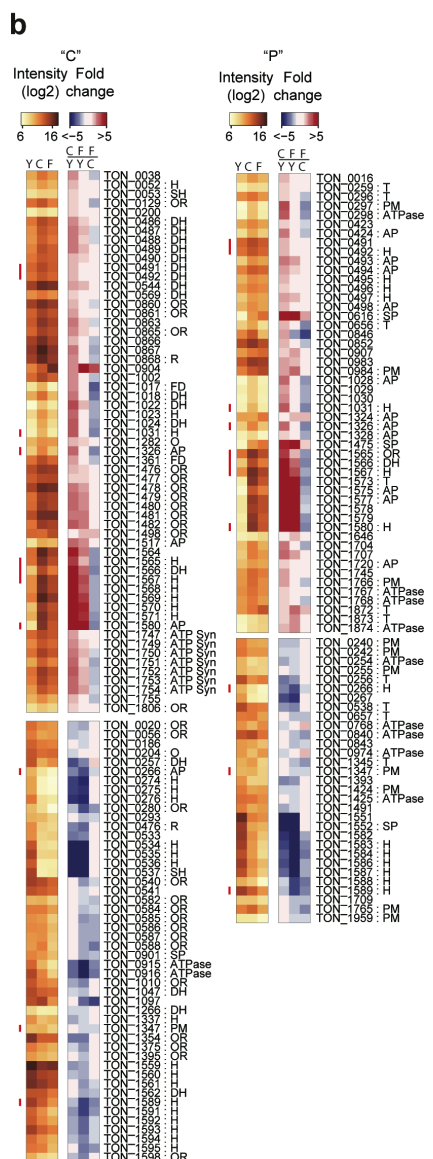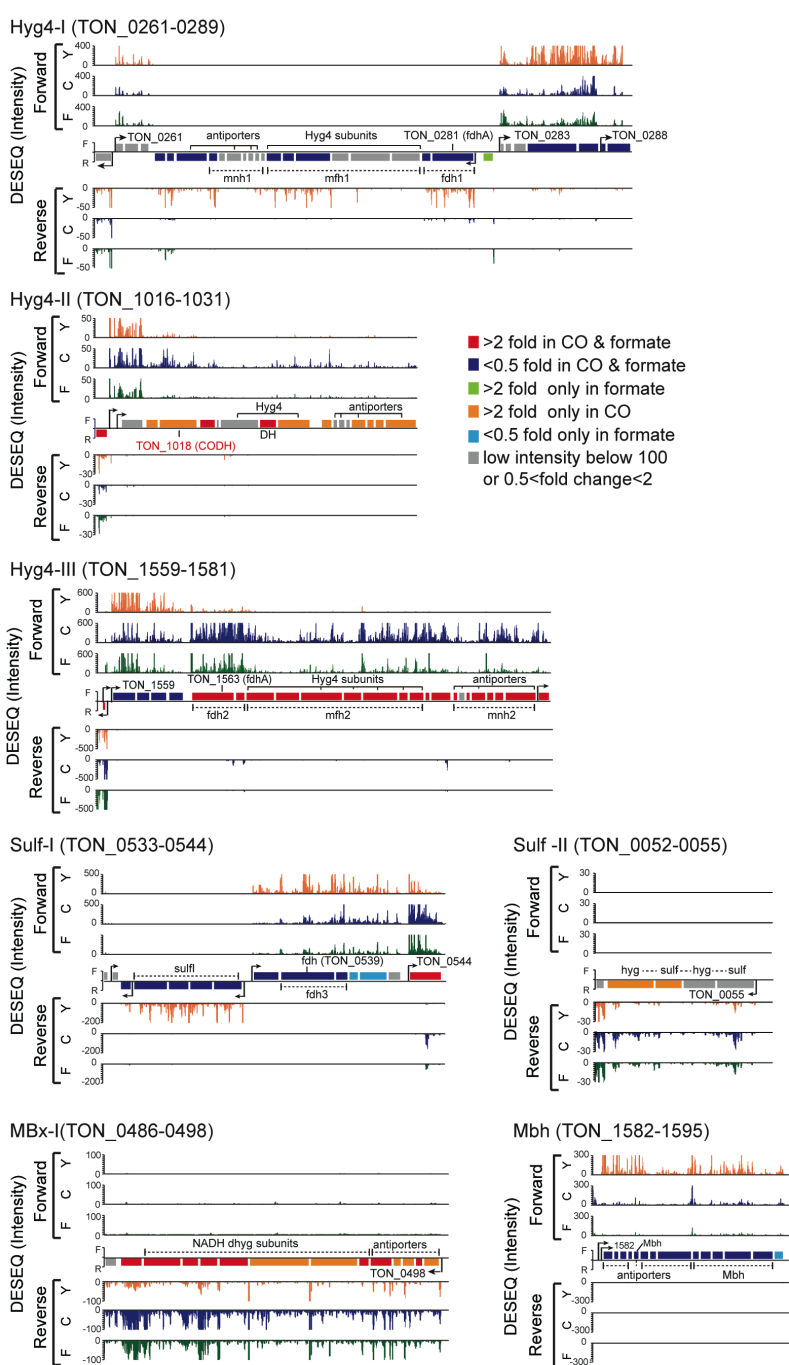

**Supplementary Fig. S6. Differential gene expression.** (a) The functional groups showing differential expression over 2-fold in MMC and MMF against YPS were categorized as I, II, III, and IV (cellular processes and signaling, information storage and processing, metabolism, and poorly characterized) by COG mapping, and further divided into subgroups of each functional group. Significant changes in gene expression were observed in diverse functions including energy production and inorganic ion transport/metabolism as shown in the COG mapping. (b) The changes in expression profiles of genes in various growth media of group C and group P, which were highly activated in (b) were displayed using a heat map with protein function. The left red bar in the heat map indicates the common genes involved in both groups C (energy production and conversion) and P (inorganic ion transport and metabolism). Abbreviations: H, hydrogenase; OR, oxidoreductase; DH, dehydrogenase; R, reductase; FD, ferredoxin; SH, Sulfhydrogenase; O, oxidase; AP, antiporter; PM, permease; T, transporter; SP, symporter. (c) the profile feature by ssRNA-seq. The hydrogenase 4 in three Hyg4 clusters showed differential gene expression in different growth conditions. In Hyg4-I, mfh1 with Hyg4 subunits, fdh1, and mnh1 with antiporters clusters were downregulated in CO and formate conditions. In contrast, all fdh2, mfh2, and mnh2 in Hyg4-III exhibited expression > 2-fold greater in CO and formate conditions but were scarcely expressed in YPS media. The Hyg4-II cluster was expressed only in the presence of CO, while not expressed in formate and YPS conditions. Especially, CO-responsive hydrogenase was substantially activated, and the catalytic subunit of CO dehydrogenase (TON\_1018), a key CO metabolic enzyme, was significantly increased only in CO media. In addition, there are two clusters with sulfhydrogenase and cytosol hydrogenase, Sulf-I and Sulf-II. Their RNA expression was not occurred in the CO and formate media without sulfur but all genes in a Sulf-I cluster were fully activated > 2-fold by sulfur in YPS rich media. Especially, Sulf-I cluster was together with fdh cluster in different operon but at just near Sulf-I cluster. Moreover, fdh3 part was also highly expressed in all conditions but sulfl part activated by sulfur was totally deactivated in all conditions. Sulf-II consists of simple repeated Hyg and Sulf subunits, but entire expression level in all media was very low (RPKM < 30). Membrane bound oxidoreductase (MBx-I) subunits composing of NADH dependent dehydrogenase and antiporters were mostly activated > 2-fold in CO and formate against YPS. In contrast, membrane bound hydrogenase (Mbh) clusters with antiporters were poorly activated in CO and formate media for YPS. Taken together, high hydrogen production in CO and formate media seems to be driven by high expression of Hyg4-II and Hyg4-III clusters with the reduction of transcription of the other hydrogenase clusters.

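TU0149 in Table S2 covers the 18 genes from TON_0264 to TON_0281. Their median log2 ratio to YPS was −3.41 in MMC (95% interval −3.60 to −2.31) and −4.32 in MMF (−4.89 to −3.61), and 0 of 10000 matched random lists had a median as low in either comparison. The steepest falls of the Hyg4-I genes in Fig. 4B were those of TON_0276 (hydrogenase 4 component G, −4.17) in MMC and TON_0281 (fdhA, −5.92) in MMF. TON_0282 (putative transcriptional regulator), which is also drawn in Hyg4-I, had 0.97 and 1.85.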

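Among the 23 genes taken as Hyg4-III, the highest log2 ratio was that of TON_1573, whose value was 136 in YPS, 51505 in MMC and 10462 in MMF. TON_1576 lies between the first and last of these genes but is not among them. Its log2 ratio in MMF was higher, at 6.35 against 6.26, from 6 reads in YPS. The first 4 genes drawn in the cluster, TON_1559 to TON_1562, lie upstream of the TSS of TU0889 and had ratios below 0. TON_1559 (coenzyme F420 hydrogenase subunit alpha) had 236952 in YPS, 53841 in MMC and 70785 in MMF, log2 ratios of −2.14 and −1.74. The other 3 had −1.45, −0.83 and −0.10 in MMC and −1.83, −1.93 and −1.67 in MMF. The last gene drawn, TON_1582 (putative monovalent cation/H+ antiporter subunit E), had −4.29 (95% counting interval −4.37 to −4.22) in MMC and −6.11 (−6.22 to −6.01) in MMF. Table S2 places it in TU0891.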

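The normalized values of the 10 Hyg4-II genes, not divided by gene length, lay between 60.2 and 997 in YPS, between 92 and 734 in MMF and between 414 and 4937 in MMC. The gene with the lowest YPS value was TON_1022 (respiratory-chain NADH dehydrogenase subunit 1), with 53 reads there, 208 in MMF and 457 in MMC. Its log2 ratio was 3.19 (95% counting interval 2.78–3.63) in MMC and 1.34 (0.90–1.80) in MMF. TON_1017 (4Fe-4S ferredoxin) had 2.18 and −0.98, and TON_1019 (ATP-binding protein) 3.38 and 1.34.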

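TU0308 in Table S2 covers TON_0534 to TON_0537. Its 4 genes had a median log2 ratio to YPS of −6.09 in MMC and −6.02 in MMF, and 0 of 10000 matched random lists of 4 genes had a median as low in either comparison. As in the other TUs set beside random lists, these genes are transcribed together, while the random lists are drawn gene by gene. The reads behind these genes were between 94 and 259 in MMC and between 197 and 434 in MMF, against 8228 to 19684 in YPS.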

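The Sulf-II genes TON_0052 (46791–48038) and TON_0053 (48035–48775) lie next to each other on the minus strand of NC_011529. The value of TON_0052 was 578 in YPS, 1504 in MMC and 822 in MMF, and that of TON_0053 was 194, 400.31 and 345. Per kb of gene and per 1000000 of all values in the library, TON_0052 had 18.16 in YPS, 51.91 in MMC and 52.38 in MMF, and TON_0053 had 10.28, 23.27 and 36.99. Per kb and per 1000000 of the values without rRNA and tRNA genes, TON_0052 had 48.85, 115.79 and 72.94, and TON_0053 had 27.64, 51.91 and 51.50. Both units were chosen after the values were seen.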

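TU0280 in Table S2 covers the same 13 genes as Mbx in Fig. 4B. Of the 10000 matched random lists, 0 had a higher median ratio to YPS than these genes in MMC and 6 had in MMF. In MMC the ratios ran from 1.20 for TON_0496 to 2.51 for TON_0487 (NADH dehydrogenase subunit D), and in MMF from 0.53 for TON_0491 (NADH dehydrogenase subunit M) to 1.66 for TON_0493. All are on the log2 scale.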

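TU0891 in Table S2 covers 14 genes from TON_1582 to TON_1595. Their median log2 ratio to YPS was −1.87 in MMC (95% interval −3.52 to −1.34), and in MMF −3.87 (−5.81 to −2.93). Again 0 of 10000 matched random lists had a median as low. Of the Mbh genes drawn in Fig. 4B, TON_1583 (antiporter subunit F) fell furthest in each medium, from 25617 in YPS to 1604 in MMC and 303 in MMF. The smallest change in MMC was that of TON_1595, with −0.52, and in MMF that of TON_1594, with −2.49.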

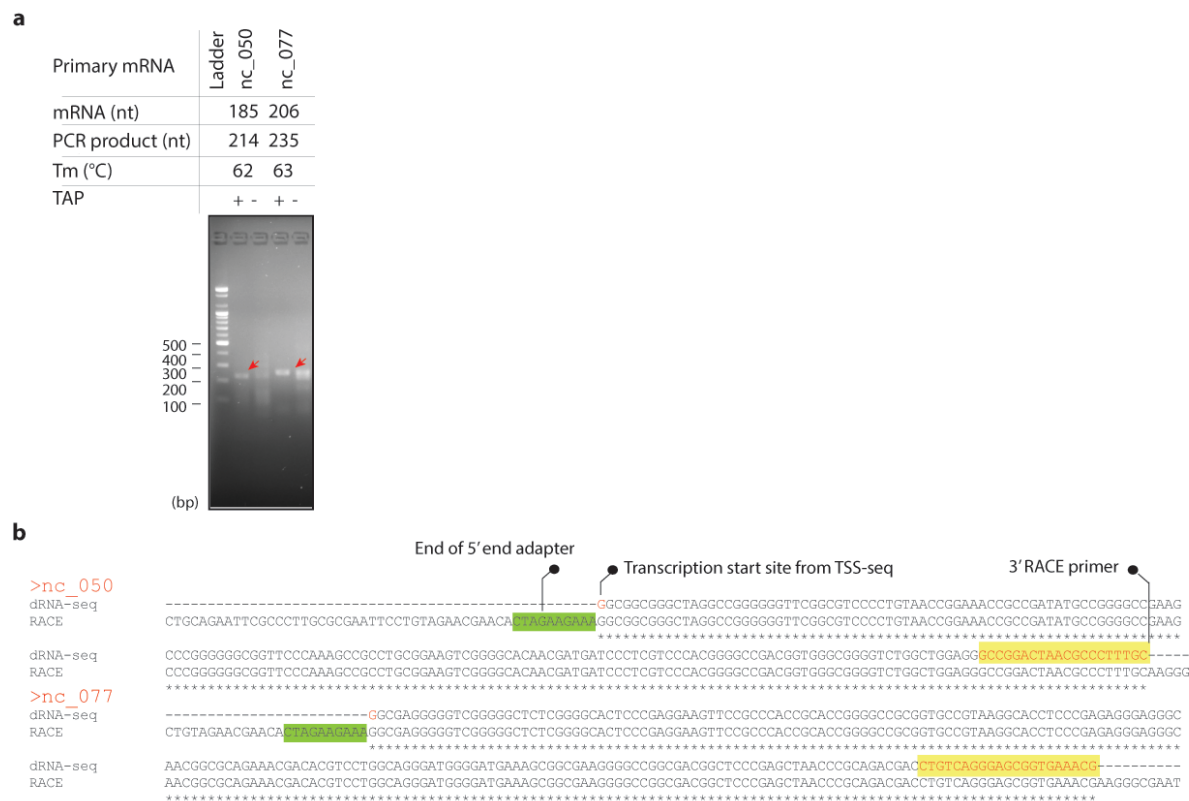

**Supplementary Fig. S7. TSS determination of ncRNAs by 5' Rapid Amplification of cDNA Ends (5'RACE).** (a) The TSSs of nc\_050 and nc\_077 corresponding to archaeal signal recognition particle RNA and Archaeal RNase P, respectively, were newly found by dRNA-seq and their DNA sizes were confirmed using agarose gel electrophoresis (2.5%). (b) The DNA sequence was determined by Sanger sequencing.

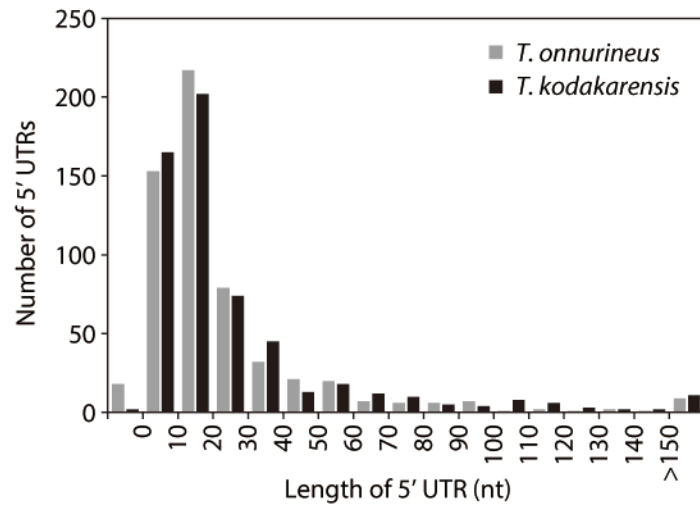

**Supplementary Fig. S8.** The distribution of 5' UTR length of *T. onnurineus* NA1 and *T. kodakarensis* orthologous genes.

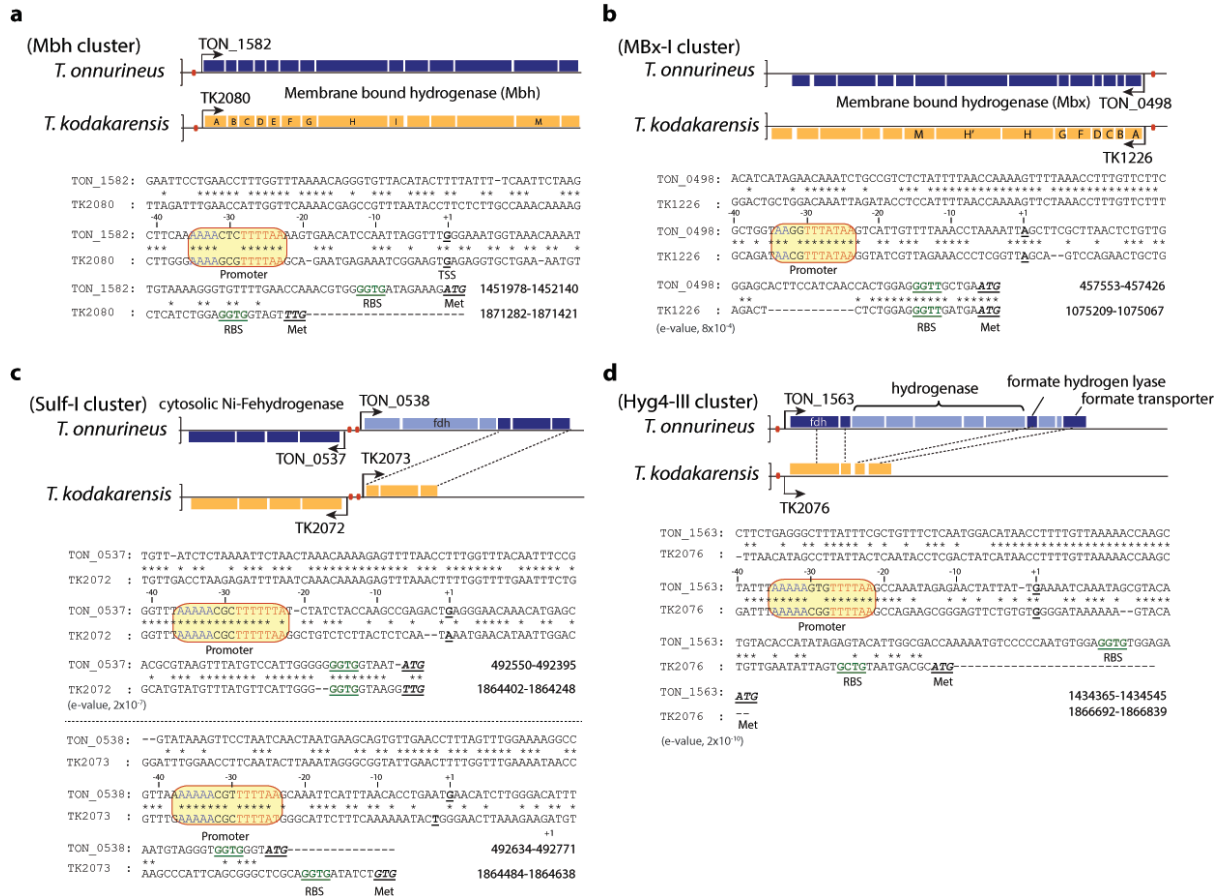

**Supplementary Fig. S9. The promoter, its regulatory upstream DNA sequence, and 5' UTR between orthologous genes in *T. onnurineus* and *T. kodakarensis*.** Among Mbh, MbX-I, and Sulf-I, and Hyg4-III clusters, the upstream sequences of orthologous genes were each aligned and compared. Their promoters, RBSs, and start codons were analyzed together.

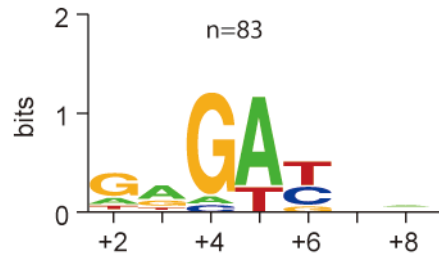

**Supplementary Fig. S10. The INR motif in 5' UTRs of *T. onnurineus* NA1.** The initiator element (Inr) motif was searched from positions +2–+8 downstream of TSSs in 328 leadered RNAs which have a 5' UTR length > 19 nt. In result, 83 RNAs showed a conserved GAGAT motif (p-val < 0.05; MEME).

**Supplementary Table 1.** NGS Sequencing results

**Supplementary Table 2.** Determination of transcription units architecture

**Supplementary Table 3.** The selected gene information for qRT-PCR

**Supplementary Table 4.** mRNA expression profiles according to the nutrient in *T. onnurineus* NA1

---

**Supplementary Table 5.** The list of non-coding RNAs

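TON_1978 is listed in the ssRNA-seq files on the plus strand at 1150028–1150345, with a normalized value of 324 in YPS, 673 in MMC and 472 in MMF. The TSS of TON_nc050 lies at 1150345 on the minus strand and had 714 reads in the deposited list, in the primary category. The paper's values for TON_nc050 in Table S5 are 510245 in YPS, 178531 in MMC and 278584 in MMF.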

\*In our study, the direction of genome annotation of TON\_1978 was proven as reverse strand, unlikely annotated as positive strand in current NCBI genome database. Although TON\_nc050 corresponding in reverse strand of TON\_1978 was classified to the ncRNAs (Primary) here, we did not count TON\_nc050 in the number of total 86 ncRNAs .

**Supplementary Table 6.** The function of ncRNAs from Rfam database in *T. onnurineus* NA1

**Supplementary Table 7.** BlastP result of *T. kodakarensis* for *T. onnurineus* in coding region\*

---

\*\*TON\_nc050 was classified to non-coding RNA by reversed annotation of TON\_1978 in NCBI database.

**Supplementary Table 8.** The 5' UTR length of orthologous genes between *T. onnurineus* and *T. kodakarensis*

---

How the deposited data were processed for this re-analysis (not part of the article)

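Primary transcripts of T. onnurineus NA1 were mapped by dRNA-seq in 4 libraries (2 TEX+ and 2 TEX−), and transcript levels were measured by ssRNA-seq in 1 library for each of 3 media (YPS, MMC and MMF). Cultures were grown at 80 °C. Samples were mapped to conditions from the sample labels, the methods and Table S1. The labels and the methods give different cycle numbers for 2 of the ssRNA-seq libraries.

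For the dRNA-seq data, the authors deposited 1 list of TSSs, made by trimming the reads, mapping them uniquely to NC_011529 with the read sets of the experiments summed, keeping TSSs present in TEX+ and TEX− libraries, clustering and manual curation. For the ssRNA-seq data, the authors deposited 1 signal value per gene and library. By the paper's methods the reads were mapped with CLC genomics workbench and kept where unique, read depths were made proportional to the number of mapped reads, and reads on rRNA and tRNA genes were omitted. The paper's methods name DESeq for differentially expressed genes, and the paper's results text names DESeq for the quantification in Table S4, which the deposited values equal. Which of these steps gave the values is not given in the sources used here. Without rRNA and tRNA genes they sum to 9483358 in YPS, 10406633 in MMC and 9029813 in MMF. Over all genes they sum to 25507719, 23211571 and 12574278 in the same order. Neither set of sums is equal, which argues against scaling of the gene values to 1 common total as the only step. The version, the counting tool and the annotation version are not given there either. The values are not divided by gene length, and rRNA and tRNA genes are still listed.

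All computations used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and figures matplotlib 3.10.9. Gene coordinates are those of the files. Of the 2026 genes, 1993 were matched to a RefSeq locus tag and 33 were not, and RefSeq was used only for the gene biotype. The value of 1 read in each library was found as the step of which all nonzero values are whole multiples to within 0.0051 of the value. All 2024 nonzero values in YPS, 2024 in MMC and 2023 in MMF were whole multiples, and with randomly shifted values 0.84%, 0.79% and 0.99% were. The reads recovered were used for counting intervals and for the floor of 3 reads, not for a count test, since each medium has 1 library. Genes were listed at 0 in 2 cases in YPS, 2 in MMC and 3 in MMF, and no ratio is printed for these. In the count of changed genes the library at 0 was put at the floor of 3 of its own reads. The 49 rRNA and tRNA genes were left out of the gene lists and counts, while the 7S RNA genes were kept.

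Shares were given with exact binomial 95% intervals, medians with intervals from order statistics and ratios with exact counting intervals. These cover counting error or the spread across genes, not the spread between cultures. PCR reads are not independent molecules. Lists of genes were set beside 10000 random lists matched on mean expression in 20 bins, and the lmRNA list beside 10000 random lists of all primary TSS genes. lmRNAs were taken as 0–5 nt. The difference by TU size was tested with two-sided Fisher's exact test. Clusters were taken as drawn in Fig. 4B and were given no random lists, except where Table S2 or the text gives the list. Counting noise in the shared YPS library was simulated 100 times.

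The steps were tested on simulated data. The simulated changes were all larger than 2-fold, were put only on genes above a minimum of reads, and carried counting noise alone. Full recovery was thus built in, and it does not measure recovery of changes near 2-fold or with variation between cultures. For MMC against YPS, 200 of 200 changed genes among 2026 were recovered with the right sign, 6 unchanged genes passed 2-fold, and 95.7% of the counting intervals over 2021 genes held the true ratio. For MMF against YPS, 200 of 200 were recovered, 13 unchanged genes passed, and 95.2% of the intervals over 2022 genes held it. Among 100 unrelated lists of 13 genes, 6 fell outside the central 95% of the matched lists. Those lists held genes drawn one by one, so lists of genes from a single TU were not tested.

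The alternatives set before the data were examined were a trimmed mean of log2 ratios (trimming 30% of ratios and 5% of mean levels, computed directly in place of the package first chosen for it, because the files hold normalized values), scaling to the total without rRNA and tRNA, minimum values of 10 and 50, a pseudocount of 1, at least 10 reads at a TSS, other bounds of the lmRNA class, lengths below 0, larger TUs, division by gene length, and ortholog lengths within 0–50 nt. Minimum values of 100 and 200, and levels per kb and per 1000000 of all values or of the values without rRNA and tRNA genes, were chosen after the data were seen. Genes are named where the paper's results or legends name them or the ends of a range, where they have the lowest or highest ratio of a cluster, or where they are among the 3 greatest rises or falls with a value of at least 50 in 1 of the libraries compared, as are the TSSs with the most reads and the longest 5′ UTR. Supplementary Tables 2 to 8 were read before this rule was written, so their values count as seen.

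No genome sequence was used, so the promoter motifs, the bases around the TSS, the SD motif, start codons, the GC content of ncRNAs and sequence conservation were not analysed here. The COG groups, qPCR and RACE were not analysed here either. Values of ncRNAs other than TSS reads are the paper's, from Table S5.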

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

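All tests in this part were chosen after the results were seen.

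In 8 genes the ratio to YPS was 2-fold or more in opposite directions in MMC and MMF. The difference between the media was not tested, since each has 1 library and both ratios share the YPS library. In 6 of them (TON_0115, TON_0329, TON_0550, TON_0786, TON_0846 and TON_0977) the value was higher in MMC and lower in MMF, and in TON_1042 and TON_1907 the reverse. These genes were named after their values were seen. The widest contrasts were TON_0846, a hypothetical protein with log2 ratios of 1.92 and −1.96, and TON_1042, a DEAD/DEAH box helicase with −2.22 and 1.10. Too few reads were argued against, since the counting intervals excluded no change in both media for 8 of the 8. Under the trimmed mean of log2 ratios 7 kept 2-fold in both directions, and under the total without rRNA and tRNA 5 did. The 2-fold call of the 3 lost under the total depends on the scaling, and so does that of TON_1907. The shift of −0.03 under the trimmed mean takes its log2 ratio of 1.01 in MMF below 2-fold. The total shifts that ratio by 0.07 instead. These scalings shift all genes of a comparison alike, by −0.13 in MMC and 0.07 in MMF at most on the log2 scale, and the genes were chosen for ratios beyond that, so that the 5 exclude nothing about scaling. Scaling between MMC and MMF as the whole cause of their difference in these genes was argued against, because 1 factor moves all genes alike. The log2 ratio of MMC to MMF was between 2.09 and 3.88 in the 6 genes and −3.32 and −2.49 in the other 2, with a gap of 4.11 between the counting intervals of both sets. Most of this gap follows from choosing genes at 2-fold or more on opposite sides of YPS. That there were genes in both sets was not fixed by that choice. The directions against YPS also depend on the level set for YPS. A shift of that library by 1.92 on the log2 scale would leave none of the 8 in opposite directions, and whether its scaling is off by so much was not tested. That stays open, as do a difference between single cultures or libraries and the medium itself, which 1 library per medium cannot test. The growth rate was 0.21 per h in MMC, 0.31 per h in MMF and 0.32 per h in YPS. As the whole cause of the directions against YPS it was argued against for these 8 genes. MMF and YPS had nearly the same rate, yet their log2 ratio was between −1.96 and −1.03 in the 6 genes. In TON_1042 and TON_1907 it was 1.10 and 1.01, and no single shift of YPS removes ratios of both signs. Ratios of 2-fold or more in MMF were a condition for choosing these genes, so their size is not a separate test. The argument rests only on counting intervals that exclude no change, beside nearly equal growth rates. Growth rate as a part of the cause was not tested and stays open.

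A single TSS, that of the intergenic TON_nc041 at 972916 on the minus strand, had 319234 of the 752582 reads in the deposited list (42.42%). It stood out because the paper lists it in Table S5 but does not discuss it. By the paper's Table S5 it has 254407 reads. High abundance of this RNA in the ssRNA-seq libraries too was the explanation tested. By the paper's values, TON_nc041 ranked 3 among the 87 ncRNAs of Table S5 in YPS, and that does not decide it, as the rank asked for was arbitrary and ssRNA-seq values are not divided by length. Uneven amplification in the dRNA-seq libraries was not tested, and no biological explanation was tested, since the list pools its libraries.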

How the results depend on the processing

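No paired analysis was possible because each medium has 1 library and the TSS list is 1 pooled call. For the same reason no replicate was left out in turn.

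The main results had 137 values under alternatives. Of 26 counts of genes or ncRNA TSSs, 25 stayed within 1.5 times the reported count, the ncRNA TSSs going from 86 to 64 with at least 10 reads. Of 99 shares, medians, correlations and differences between medians, 95 stayed within the 95% interval of the reported value (for lmRNAs against umRNAs, that of the lmRNA median) and 4 moved. All 8 medians of Sulf-II stayed within the range of its 2 genes. Of the other 4, the longest 5′ UTR moved in 1 of 2 settings and the test by TU size passed its threshold in 1 of 2. Counting only genes changed in both comparisons gave 401, by construction a part of the 992; the other settings, those added later included, gave between 905 and 1024. With at least 10 reads at a TSS, the longest 5′ UTR was 281 nt, since the 479 nt of TON_0515 rest on 1 read. With lengths below 0 kept, the share at 0–50 nt was 85.02%, as 29 genes join the denominator. With only a length of 0 nt counted, the lmRNA share was 9.10%. With TUs of more than 3 genes, the lmRNA share of single-gene TUs was 13.53 percentage points higher than that of the large TUs (two-sided Fisher's exact test, p = 0.025, against 5.93 points and p = 0.16 with 3 or more genes); at least 10 reads gave 6.50 points and p = 0.24. With both ortholog lengths at 0–50 nt, R2 was 0.60 and the identical share 34.05%; the cause was not tested further than that fewer pairs enter.

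Of 171 values of single genes other than rRNA genes, 139 stayed within the counting interval, 31 moved and 1 changed sign. Of the moves, 30 came from the total without rRNA and tRNA, which shifted the median ratio of all genes by −0.13 in MMC and 0.07 in MMF on the log2 scale. The sign changed for TON_1055 in MMC, from 0.06 to −0.08, and the shift is larger than the ratio itself. The trimmed mean shifted it by 0.02 and −0.03. The share of higher genes among those changed in MMC was 51.61% as deposited and 43.34% under the total, and in MMF 46.07% and 50.99%. No cluster median changed direction under the alternatives run. Of 18 values of rRNA genes, 8 moved. The 4 medians of TON_0534 to TON_0537 in the added units all moved, since the unit itself is another.

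Alternatives set for the bases at −1 and +1, the promoter elements, the SD motif, the promoters of high and low expression and ncRNA GC content were not run, since no genome sequence was used, nor was the other normalization of ncRNA values, which are the paper's. Depth limits the TSS list, in which 236 of the 1082 TSSs had under 10 reads. Among the named genes, TON_1576 with 6 reads in YPS has the widest counting interval of those given a ratio, apart from TON_1977.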

Differences from the paper's values

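The R2 between the 5′ UTR lengths of orthologs was 0.19 over all 582 pairs, while the paper's value is 0.60. Of the alternatives set before the data were examined, restriction to pairs with both lengths at 0–50 nt, the range drawn in Fig. 6B, gave 0.60 and falls within the paper's value, and at least 10 reads at the TSS gave 0.18 and does not. Spearman's rho over all pairs was 0.71.

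The number of genes changed 2-fold or more was 992, against the paper's 922. The paper's count also requires a p-value from its own test, which was not recomputed with 1 library per medium, so that the criteria are unlike. No setting run gave 922. Minimum values of 100 and 200, chosen after seeing the values, gave 945 and 905.

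The paper counts Sulf-II among the clusters that fell in the minimal media. Both of its genes in Fig. 4B were higher there, with a median log2 ratio of 1.21 in MMC and 0.67 in MMF. The adjacent TON_0054 and TON_0055, not taken from that figure, rose less, with 0.73 and 0.94 in MMC and 0.32 and 0.29 in MMF. The fall stated for Sulf-I, Hyg4-I and Mbh was seen in their medians. The paper has every Sulf-I gene more than 2-fold higher in YPS. In MMC 7 of 11 passed and in MMF 10 of 11, and TON_0544 was lower in YPS. TON_0543, which lies between these genes but is not drawn in Fig. 4B, was lower in YPS than in MMC (log2 ratio 0.51) and less than 2-fold higher than in MMF (−0.62). It also places Sulf-I below a low level of normalized expression in the minimal media. The lowest deposited value of its genes was 113 in MMC and 144 in MMF. Per kb and per 1000000 of all values, 5 of its 11 genes in MMC and 3 in MMF fell below that level, and per kb and per 1000000 of the values without rRNA and tRNA genes 3 in each medium did. Both units were chosen after seeing the values. Among TON_0534 to TON_0537, TON_0535 was above the level in MMF in both units and in MMC in the second. Sulf-II is stated to be below the same level, normalized by length and depth, in each medium. In the first unit TON_0052 and TON_0053 were below it in YPS and TON_0053 in MMC, while both were above it in MMF. In the second unit only TON_0053 in YPS was below it, at 27.64.

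A legend states that Hyg4-II is not expressed in YPS and formate. Its genes had 60.2 to 997 in YPS and 92 to 734 in MMF, and all were higher in MMC. The paper proposes that hydrogen production is largely driven by Hyg4-II on CO and by Hyg4-III on formate. Hyg4-III was higher in MMC than in MMF (median log2 ratio 1.82, 22 of 23 genes), and in MMC its median value was 40966 against 800.02 for Hyg4-II. Both were higher than in YPS in the medium named.

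The paper counts fewer genes in the ribosomal operon than the 25 found here between TON_0065 and TON_0088. That number rests on the coordinates from the first gene to the last, and the cell of TU0040 in Table S2 as held here lists 21 genes. With lengths of 0–5 nt, 67 ortholog pairs were leaderless in both archaea, against the paper's 50. Of the 22 characterized ncRNAs, 17 changed over 2-fold by the values of Table S5, against the paper's 15. Table S3 heads a column as RPKM on a log scale, and for all 10 genes it equals log10 of the deposited YPS value, which is not divided by length, such as 5.375 for TON_1559.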

Other observations

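All tests in this part were chosen after the results were seen.

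rRNA genes held 62.72% of the values in YPS, 55.13% in MMC and 27.98% in MMF. Uneven removal of rRNA before sequencing is a candidate explanation. Per nt, 23S had 8.2 times the reads of 16S in YPS, 8.6 in MMC and 8.9 in MMF, where equal numbers would give about 1. The ratio is similar in all 3 libraries, so it does not show that removal differed between them, and a difference between media cannot be told apart from a difference between libraries with 1 library each.

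Along TON_1563 to TON_1580, the value per kb fell with gene order in YPS (Spearman's rho −0.79 over 18 genes, which are not independent). In MMC and MMF rho was −0.27, a weaker decline of the same sign, and the value fell from the first gene to the last in every library, from 8065 to 111 per kb in YPS, from 128253 to 32486 in MMC and from 43888 to 6613 in MMF. An equal loss of signal with distance from the TSS in every library was argued against as the whole cause, since it would leave the ratios to YPS flat along the genes. They rose with gene order (rho 0.89 in each comparison), in MMC from a log2 ratio of 3.99 (95% counting interval 3.97–4.01) at TON_1563 to 8.20 (7.97–8.43) at TON_1580, and in MMF from 2.44 (2.42–2.47) to 5.90 (5.67–6.14). A loss that differs between the libraries stays open. Transcription running on from the genes upstream, which in YPS are high (TON_1559 at 236952), may also give such a decline in YPS. The rho of −0.79 restates the pattern and does not decide it, and no read positions were analysed here.

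snoRNAs had many TSS reads beside low ssRNA-seq values (the paper's, Table S5). The median of log2 TSS reads over the YPS value was −0.75 in 13 snoRNAs and −7.30 in the other characterized ncRNAs, at percentile 98.90 among random lists of the 22. Without the 3 in which this was noticed, the percentile was 93.72, inside the central 95%. Loss of short RNAs from the ssRNA-seq libraries may contribute, but this test does not decide it.

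Over 941 genes with a primary TSS, TSS reads and ssRNA-seq values were weakly related, with Spearman's rho of 0.32 in YPS, 0.23 in MMC and 0.23 in MMF. The medium of the dRNA-seq cultures is not given in the labels used here. By the paper's values in Table S5, 17 of the 22 characterized ncRNAs changed over 2-fold in MMC or MMF, 10 falling in MMC and 2 rising there, and 10 falling in MMF and 1 rising there. No explanation was tested for these.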
